# Impact of expression systems on the transcriptome of *Bacillus subtilis*: insights for enhanced production of glutaminase PrgA

**DOI:** 10.1128/aem.01374-25

**Published:** 2025-09-04

**Authors:** Mariah B. M. J. Kes, Biwen Wang, Joen Luirink, Leendert W. Hamoen

**Keywords:** CtsR, nanobody, protein glutaminase, xylanase, RNA sequencing, protein secretion, *Bacillus subtilis*

## Abstract

The gram-positive bacterium *Bacillus subtilis* is widely used for enzyme production, especially due to its superior protein secretion capacity. In this study, we have investigated how efficient transcriptome analysis can identify general and protein-specific secretion stress. For this, we constructed *B. subtilis* strains overproducing different commercially relevant proteins, including a GFP-specific camelid nanobody (GFPnb), the xylanase XynA and the protein glutaminase PrgA, and expressed these proteins either from the strong constitutive P*amyQ* promoter or from the xylose-inducible P*xyl* promoter. The use of the inducible P*xyl* promoter influenced the expression of many more genes than when the constitutive P*amyQ* promoter was used to express the different proteins. Presumably, the constitutive expression gives cells time to adapt to the imposed secretion stress. These results underscore the importance of performing transcriptome analyses under conditions that most closely mimic industrial production settings. Finally, we tested whether the transcriptome data could provide clues to improve the production of PrgA. The secretion stress response upon PrgA expression appeared similar to that observed upon alpha-amylase overproduction. However, mutants that would normally improve alpha-amylase production did not result in better PrgA yields. Overexpression of PrgA also results in the downregulation of several Clp protein chaperones. Interestingly, induction of these genes, by inactivating their transcriptional repressor CtsR, strongly improved PrgA production. This analysis highlights the limitations, as well as the potential use of transcriptome comparisons to uncover production bottlenecks.

**IMPORTANCE:**

The bacterium *Bacillus subtilis* is widely used in bioindustry to produce various proteins. However, not all proteins are efficiently produced. In this study, we examined how *B. subtilis* responds to the production of three different industrially relevant proteins. By analyzing gene activity using RNA sequencing, we identified factors that limit protein production and successfully improved the yield of one protein by 2.7-fold. However, our results also show that the choice of promoter used significantly affects transcriptomic regulation. This highlights the importance of testing production conditions that closely resemble relevant industrial settings to identify the best strategies for improving industrial protein yields.

## INTRODUCTION

*Bacillus subtilis* is a gram-positive bacterium widely used for the production of bulk enzymes due to its superior protein secretion capacity, which simplifies and economizes enzyme isolation (1). Additionally, *B. subtilis* is amenable to genetic manipulation and holds the “generally recognized as safe” (GRAS) status, a critical requirement for applications in the food industry. Despite these advantages, high production yields are currently limited to a select number of enzymes. A first step toward improved yields involves removal of proteases and optimizing the promoter, signal peptide, and fermentation conditions (2–4). However, even then, most heterologous proteins are expressed at levels below the maximum production capacity of *B. subtilis*, which can reach 20–25 g/L (5). The combined impact of expression system and target protein, and which bottlenecks limit high production yields is in most cases unknown.

Genome-wide transcriptome analysis provides a powerful and unbiased method to monitor cellular stress responses associated with protein overexpression, offering insights into previously unrecognized bottlenecks. Despite its potential, only a limited number of studies have employed this approach in the context of secreted protein production (6–10). Notably, it has been instrumental in enhancing the production of the xylanase XynA, where transcriptome profiling identified the downregulation of *clp* protein chaperon genes as a bottleneck (7). Another study compared transcriptomic responses in cells overproducing secreted proteins, lipoproteins, and membrane proteins (6). Such a comparison is particularly useful, because it can indicate specific and general secretion bottlenecks. However, this analysis was conducted during the logarithmic growth phase. Given that *B. subtilis* secretes most of its extracellular proteins during the stationary phase, driven by the demand for nutrient-scavenging enzymes such as proteases and amylases (11–13), a stationary-phase perspective is essential for uncovering relevant stress responses. Therefore, in this study, we performed transcriptomic profiling during stationary phase while expressing three different commercially relevant proteins. Our aim was to identify both general cellular stresses associated with high-level secretion and protein-specific stresses, ultimately to inform targeted strategies for improving protein production yields, and to assess the usefulness of transcriptome analysis for the identification and mitigation of relevant secretion bottlenecks.

To ensure clear protein-dependent transcriptional stress signatures, we compared the transcriptomes of *B. subtilis* producing three proteins with distinct properties based on size and isoelectric point (pI): the small 13.7 kDa GFP-specific camelid nanobody (GPFnb, pI = 6.44) (14), the 20.4 kDa xylanase XynA from *B. subtilis* (pI = 9.05) (15), or the 32.7 kDa protein glutaminase PrgA from *Chryseobacterium proteolyticum* (pI = 8.41) (16). Notably, the production of PrgA by *B. subtilis* is inefficient, leading to particularly low yields (17, 18). These proteins were expressed using the strong constitutive P*amyQ* promoter (19). However, continuous high-level production may impose fitness costs on the host, due to the metabolic burden and potential toxicity of the overexpressed proteins, which can lead to reduced yields or the emergence of secondary mutations (20). Therefore, we repeated the transcriptome analyses under the same conditions, but this time using the strong xylose-inducible promoter P*xyl* (21). This had a profound effect on the transcriptome, suggesting that continuous overproduction of secreted proteins leads to cellular adaptation. Nevertheless, certain protein-specific stress responses remained fairly constant, and using this information, we tested several mutant background strains to examine whether PrgA levels could be improved. Importantly, we found that inactivation of the transcriptional repressor CtsR resulted in a 2.7-fold increase in PrgA levels.

## RESULTS

### Transcriptome profiles using constitutive expression conditions

For the overexpression of proteins, we used *B. subtilis* host strain BWB143, which lacks *spoIIE*, rendering it incapable of sporulation. It also lacks the primary secreted feeding proteases NprE and AprE (22), which are typically secreted during the stationary phase and known to significantly reduce the yield of many overexpressed heterologous proteins in the medium (23–25). The genes encoding GFPnb, XynA, or PrgA were cloned under the control of the strong constitutive promoter P*amyQ* (19) in a multicopy plasmid derived from pUB110 that contains a kanamycin resistance marker for selection (26). The empty expression vector served as a non-expression control. To ensure good secretion of GFPnb and PrgA in *B. subtilis*, these constructs contained the YoaW signal peptide from *B. subtilis*, which works well for the secretion of heterologous proteins in *Bacillus* species (27). In contrast, XynA, a native *B. subtilis* enzyme, retained its endogenous signal peptide, which gives excellent yields (7). Finally, a 6x-histidine tag was fused to the C-terminus of GFPnb and PrgA to enable detection of the proteins in the medium by western blot analysis.

 We first examined the production of the different proteins in the medium to determine the RNA sampling time point. Strains were grown in LB medium, and at different time points in the stationary phase, medium samples were taken for SDS-PAGE analysis. The production of these proteins did not affect the growth rate of the host strain (Fig. S1, left panel). After 5 h of growth, when the cultures were in the stationary phase, GFPnb and XynA appeared noticeably produced, as indicated by the appearance of distinct protein bands of the expected size in SDS-PAGE (Fig. S2A, lanes 4 and 6). PrgA was only weakly visible, consistent with previous reports that highlight the challenges of its overproduction in *B. subtilis* (Fig. S2A, lane 8) (17, 18). Since GFPnb and XynA are clearly produced after 5 h of growth, this time point was chosen for harvesting cells for RNA isolation. The experiments were performed two times to obtain biological replicates. 

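RNA was taken from stationary-phase cultures of 4 strains that carried the PamyQ plasmid with GFPnb, XynA, PrgA or no insert (EV), named C-GFPnb, C-XynA, C-PrgA and C-EV. Each strain gave 2 biological replicates, and the 8 libraries held 6863643 to 8739199 reads in genes. The genes deleted in BWB143 were nearly silent, with 0 to 4 reads of aprE, 0 to 4 of nprE and 1 to 12 of spoIIE per library. Each gene of a heterologous protein was read in its own strain. The gene for GFPnb had 42282 and 48119 reads in C-GFPnb and 8 to 19 in the other strains, and prgA had 68913 and 114247 reads in C-PrgA and 0 to 19 elsewhere. The xynA gene is native to the host, so its reads from the chromosome and the plasmid were counted together, at 26405 and 83069 in C-XynA and 427 to 1294 in the other strains. After the depletion, 0.0146% to 0.153% of reads lay in rRNA genes.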

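The authors aligned the reads with Bowtie2, counted them per gene with featureCounts and deposited counts normalized by DESeq2, with 1 table for each strain together with its EV. In these tables the values had lost their decimal points, so each kept its digits but not its size. They were restored as whole reads times the worth of 1 read in the library, with the place of the point taken from the gene's other libraries and its neighbouring genes. All 104865 values above 0 in the 6 tables of both promoters came out whole within a relative tolerance of 1e-12. Of 69909 gene values in single libraries, 493 stayed unsettled (posterior below 0.95), and in simulated reads treated alike 0.355% came out with the point in the wrong place. Those reads were drawn around the restored values, so this share is not the error rate of the real ones. Each strain was compared with its EV by limma on log2(normalized count + 1), over genes with a mean of at least 10, with Benjamini-Hochberg adjustment over all genes tested. In simulated C-PrgA libraries with 40 genes changed at each size, this test called 36 genes at 16-fold, 32 at 8-fold, 18 at 4-fold and 0 at 2-fold. There every library varied on its own, whereas same-numbered replicates of several strains shifted together in the real data. The simulated numbers therefore do not give the power of the test in the real libraries.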

All transcriptome data generated in this study are provided in Table S1.

To compare gene expression differences between the strains, the transcriptome data were visualized as volcano plots (Fig. 1A). 

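Among the strains with constitutive expression, a few genes of C-PrgA shifted far from C-EV, and how far each strain as a whole lay from C-EV stays open. Both C-PrgA libraries lay on the same side of both C-EV libraries for 1282 of 4048 genes (31.7%). The same held for 552 of 4033 genes (13.7%) in C-GFPnb and 533 of 4022 (13.3%) in C-XynA, where chance gives 33.3% if all libraries vary on their own. A shift common to replicates of different strains lowers this value, so these shares do not measure the distance from C-EV. Among protein-coding genes whose libraries stood apart in C-PrgA, the protease genes htrA and htrB had the largest shifts. Groups of related genes were tested with camera, which compares a list with all other genes, over 41 lists of pathways, regulons and cell types. At an adjusted p under 0.05 it called 19 lists in C-PrgA, 12 in C-XynA and 7 in C-GFPnb. This order did not hold without single libraries. In C-GFPnb the number was 12 without C-EV replicate 1, 21 without C-EV replicate 2, and 23 and 13 without its own replicates 1 and 2, and with each library left out in turn it ran from 9 to 21 in C-XynA and from 16 to 22 in C-PrgA. With an estimated correlation between genes no list was called, and the lowest adjusted p was 0.549 in C-PrgA, 0.81 in C-XynA and 0.935 in C-GFPnb. That variant of camera also missed a list shifted by -2 in simulated libraries of every comparison (adjusted p of 0.338 to 0.864). A call lost there therefore says little. Genes varied on their own in that simulation, so it does not test the main camera. That test assumes a correlation of 0.01 between genes and can overcall genes that move together, as in an operon.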

Notably, the production of PrgA had the most pronounced impact on the expression profiles. To focus on the genes that showed relevant expression differences, we used a fold change > 1.5 (log2 > 0.6) and a *P* value < 0.05 as threshold levels. This resulted in 206 genes that were significantly up- or downregulated. In contrast, only 3 genes showed significant expression changes in the GFPnb overexpressing strain and 31 genes in the XynA overexpressing strain. 

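In C-PrgA a few secretion stress genes lay above C-EV and genes of the defective prophage PBSX below it, and no single gene was called. None passed limma's adjusted p of 0.05 together with the paper's limit of 0.6 on the log2 scale. At an unadjusted p under 0.05 and the same limit, 99 genes passed, 33 of them higher and 66 lower than in C-EV. The lowest adjusted p was 0.221. It belonged to htrA and htrB, and ykzM, a gene within PBSX, followed at 0.458 with a log2 fold change of -2.82 (standard error 0.35). The normalized count of ykzM was 179 ± 16.4 (SD, n = 2) in C-EV and 24.7 ± 4.29 (SD, n = 2) in C-PrgA. Counts of called genes rested on single libraries, though a fit without a library judges the spread of that strain from the other strain alone. Without C-EV replicate 1 there were 4, all of them rRNA genes, and without C-PrgA replicate 1 there were 12, among them argC, argJ and carA of arginine biosynthesis.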

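Few single genes were called in C-GFPnb and C-XynA, which does not measure how small the effect of these proteins was. At an adjusted p of 0.05 and a log2 fold change beyond 0.6, limma called 0 genes in C-GFPnb and 0 in C-XynA, and the lowest adjusted p was 1 in both. At an unadjusted p under 0.05 there were 5 genes in C-GFPnb, all lower than in C-EV. Of these, amyD, amyC and melA lie side by side and serve the uptake and breakdown of melibiose (log2 fold changes of -1.45, -1.50 and -1.41), and mmgD and mstX were at -1.11 and -0.95. In C-XynA there were 4, namely yodH (1.42) and ylaD (1.13) above C-EV, and the spore genes sspM (-2.56) and cwlH (-1.59) below it. The value of sspM in C-XynA replicate 2 is unsettled, and its log2 fold change ran from -3.55 to -1.57 with single libraries left out. Apart from melA, sspM and cwlH, these genes were chosen after their values were seen. In simulated libraries with 40 genes changed 8-fold, the test called 31 in C-GFPnb and 26 in C-XynA, and at 2-fold it called 2 and 0. Of the genes left unchanged there, 202 of 3833 in C-GFPnb and 190 of 3823 in C-XynA passed the unadjusted limit. The real data gave 5 and 4. Same-numbered replicates of these strains and C-EV shifted together, which widens the spread in the real test and is absent from the simulation.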

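Few genes were called in more than 1 strain, and the fold changes of C-XynA and C-PrgA covaried more than in simulations, which leave out shifts common to replicates. At limma's adjusted p no gene passed in 2 strains, and at an unadjusted p under 0.05 with the fold limit 4 genes did. These were ylaD and yodH, higher in C-XynA and C-PrgA, sspM, lower in both, and melA, lower in C-GFPnb and C-PrgA. Their log2 fold changes in C-PrgA were 1.55, 1.45, -1.61 and -1.05. Over 3996 genes tested in all 3 strains, the fold changes of C-XynA and C-PrgA had a covariance of 0.271, and simulated unchanged strains against the same C-EV libraries gave 0.157. For C-GFPnb and C-PrgA the covariance was 0.101 against a simulated 0.16, and for C-GFPnb and C-XynA 0.0692 against 0.161. A shift shared by replicate 2 of C-XynA and C-PrgA would add to the first covariance, and this was not separated from an effect of the proteins. Ribosomal protein genes had a median of 0.76 in C-XynA and -0.54 without its replicate 2, and proline use genes of 1.33 and -0.62. Leaving out 1 library also unbalances the shift that same-numbered replicates of C-EV and C-XynA shared, so these values do not isolate replicate 2. The same 2 EV libraries stand in every comparison, and in 20 simulations without any effect 99.7 genes on average passed the unadjusted limit in 2 or more strains.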

The Venn diagram in Fig. 1B shows that the expression of these genes is also significantly affected in the PrgA-producing strain.

**Fig 1:**
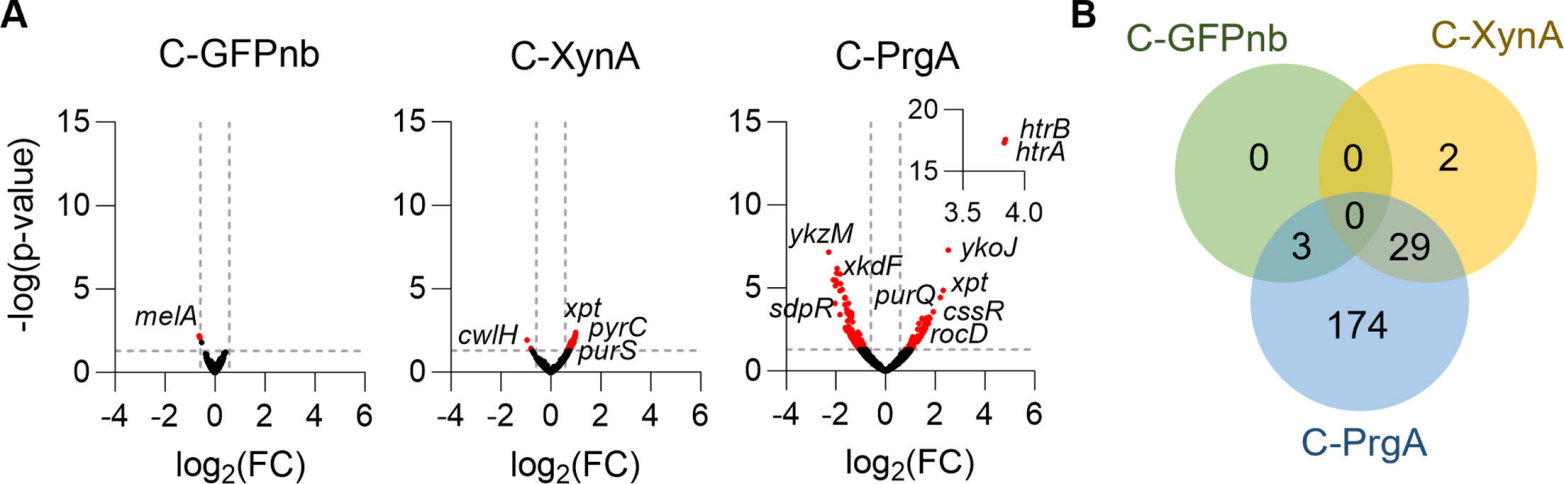
Transcriptome analysis of constitutively overproducing GFPnb, XynA, and PrgA strains. (**A**) Volcano plots of fold change (FC) versus *P* values. Dashed lines represent FC > 1.5 (log2 > 0.6) and *P* values < 0.05 cut-offs. (**B**) Venn diagram of the genes that show significant expression differences in the three strains. Data for the *gfpnb*, *xynA*, and *prgA* genes are not shown.

Table 1 lists the 10 most strongly up- and downregulated genetic loci in response to production of PrgA and compares these with the GFPnb- and XynA-producing strains. 

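HtrA and HtrB are proteases on the outer side of the membrane that degrade misfolded exported proteins, and the CssRS system switches their genes on. With constitutive PrgA both genes were read far more than in C-EV, and with XynA slightly more. The gene htrA (BSU12900) lies at 1357936 to 1359285 on the chromosome of ASM904v1. Its normalized count was 1507 ± 657 (SD, n = 2) in C-EV and 46735 ± 15215 (SD, n = 2) in C-PrgA, a log2 fold change of 4.99 (standard error 0.51, adjusted p = 0.221 from limma). For htrB (BSU33000, 3384070 to 3385446) it was 1341 ± 507 and 41204 ± 15287, a log2 fold change of 4.94 (standard error 0.50). Both C-PrgA libraries lay above both C-EV libraries for either gene. In C-XynA, htrA had a log2 fold change of 1.15 (standard error 0.62, adjusted p = 1) and htrB one of 1.10 (standard error 0.60). The XynA libraries averaged 3320 ± 1958 for htrA, and this difference was within the spread between replicates.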

Among the most prominent effects of PrgA overexpression is the induction of the extracellular membrane-attached quality control proteases *htrA* and *htrB*, which are also moderately upregulated in response to constitutive XynA production. The upregulation of these proteins is a well-known response to the overproduction of secreted proteins (28, 29). In contrast, GFPnb production does not significantly upregulate these genes. *ykoJ*, whose function is unknown, is also strongly upregulated in PrgA producing cells, but not in GFPnb- or XynA-producing cells. 

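In the strain with GFPnb the secretion stress genes stayed at their level in C-EV. The log2 fold change of htrA was 0.13, at a normalized count of 1427 ± 632 (SD, n = 2) in C-EV and 1607 ± 893 (SD, n = 2) in C-GFPnb, and that of htrB was 0.00. The gene ykoJ (BSU13280, 1394776 to 1395288 in ASM904v1) encodes a protein of unknown function. Its normalized count was 892 ± 184 (SD, n = 2) in C-EV and 9351 ± 5836 (SD, n = 2) in C-PrgA, a log2 fold change of 3.25 (standard error 0.56, adjusted p = 0.501 from limma). Both C-PrgA libraries lay above C-EV. In C-GFPnb and C-XynA ykoJ had log2 fold changes of 0.01 and -0.06. The difference between proteins was not tested. Each table was normalized on its own, and a count model planned on the restored reads was not run.

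**Figure D1:**
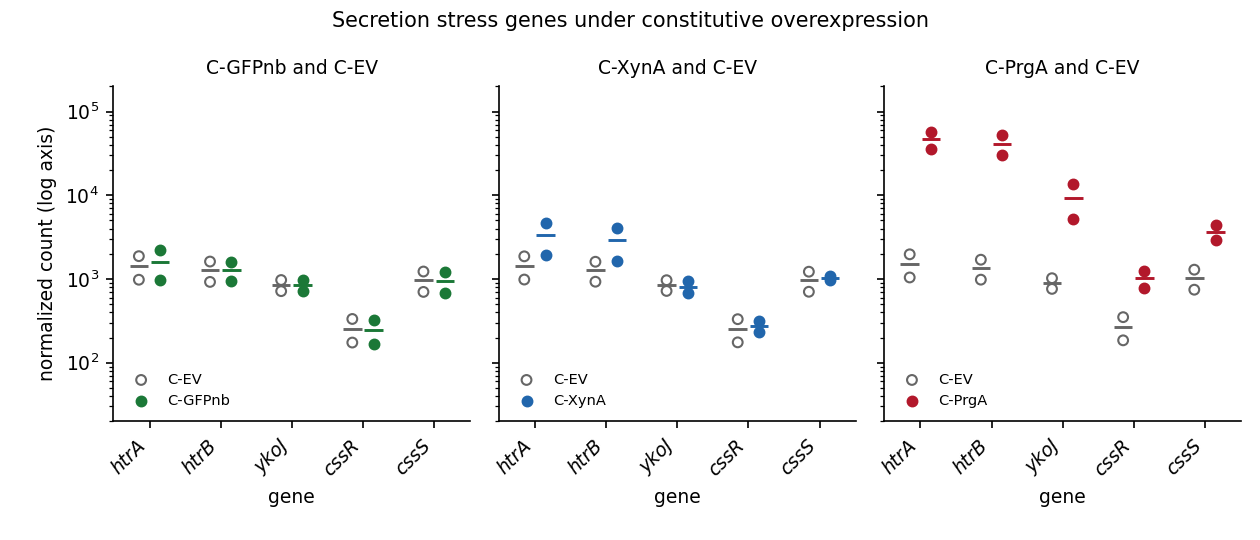
Normalized counts (log axis) of 5 genes in C-GFPnb, C-XynA and C-PrgA, each beside C-EV from the same table. Points are the 2 replicates and lines their means. The C-PrgA points stand above C-EV for every gene shown.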

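Beyond secretion stress, PBSX prophage genes lay below C-EV in C-PrgA, while the medians of several metabolic lists rested on single libraries. All 33 PBSX genes measured lay below C-EV in C-PrgA, with a median log2 fold change of -1.93 (camera adjusted p = 6.83e-44). Neither this nor any other list of C-PrgA was called with an estimated correlation. None fell at limma's adjusted p over all genes, and 30 were lower when adjusted over the list alone. The operons of the list were picked by the study on these samples, so this count is not independent evidence. The list had medians of 0.04 over 36 genes measured in C-GFPnb and -0.01 over 35 in C-XynA. The 13 genes of purine biosynthesis were all higher in C-PrgA (median 2.30, camera adjusted p = 8.56e-12), by a median of 1.17 without C-PrgA replicate 2. The arabinose genes had a median of -1.82, the myo-inositol genes -1.41 and the histidine utilization genes -2.63. All 3 rested on C-EV replicate 1, with medians of -0.50, 0.00 and -0.26 without it. Of these, hutH, which encodes histidase, rested on 1 control library, with 25709 and 1326 in C-EV against 1713 and 410 in C-PrgA, and its log2 fold change of -2.80 was -0.66 without C-EV replicate 1. The inositol transporter gene iolT likewise went from -2.20 to -0.22.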

Most genes in Table 1 are involved in metabolic processes or part of prophage elements, and they are unlikely to represent bottlenecks for protein secretion. Finally, *cssR* encodes the two-component response regulator that activates transcription of *htrAB* (28, 29), and the *bdbB* gene encodes an extracellular membrane-bound thiol-disulfide oxidoreductase involved in oxidative folding of proteins (30, 31). 

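CssR and CssS form the two-component system that senses secretion stress, and BdbB helps to form disulfide bonds outside the cell. All 5 genes of the CssRS regulon were above C-EV in C-PrgA, with a median log2 fold change of 1.96 (camera adjusted p = 7.33e-09), and 4 were higher when adjusted over the list alone by limma. The list was not called with an estimated correlation. The study picked htrA, htrB and cssR on these samples, so the count of 4 is not independent evidence. For cssR (BSU33010, 3385724 to 3386401 in ASM904v1) the normalized count was 267 ± 117 (SD, n = 2) in C-EV and 1022 ± 333 (SD, n = 2) in C-PrgA (standard error of the log2 fold change 0.47, adjusted p = 0.913). Its partner cssS had a log2 fold change of 1.87. For bdbB (BSU21440, 2265225 to 2265671) the count was 157 ± 29.2 in C-EV and 811 ± 723 in C-PrgA, a log2 fold change of 2.01 (standard error 0.75). The C-PrgA replicates read 300 and 1322, and without replicate 2 the fold change was 0.94. In C-XynA bdbB was at 1.65, or 0.10 without replicate 2. Over the 7 thiol-disulfide oxidoreductase genes the median was 0.16 in C-PrgA (camera adjusted p = 0.0749). From the number of disulfide bonds in mature PrgA, the paper proposes why bdbB responds.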

The latter is likely activated because of the four disulfide bonds that are present in mature PrgA (32).

**TABLE 1:** Top 10 up- and downregulated genetic loci in response to constitutive overexpression of *prgA*^*a*^

Gene(s)	PrgA	GFPnb	XynA	Function
*htrB*	3.8	−0.0	0.7	Membrane-anchored protein quality control protease
*htrA*	3.8	0.1	0.7	Membrane-anchored protein quality control protease
*ykoJ*	2.5	0.0	−0.0	Unknown
*xpt-pbuX*	2.2/2.3	0.2/0.3	0.8/1.0	Purine salvage and acquisition
*purEKBCSQLFMND*	1.5/1.9	0.1/0.4	0.5/1.0	Purine biosynthesis
*pyrC*	1.6	0.1	0.8	Pyrimidine biosynthesis
*rocD*	1.6	0.1	0.6	Arginine, ornithine, and citrulline utilization
*bdbB*	1.6	0.2	0.9	Oxidative folding of proteins
*pbpX*	1.5	0.1	0.6	Endopeptidase (penicillin-binding protein X)
*cssR*	1.5	−0.0	0.1	Two-component response regulator that activates transcription of *htrAB*
*ykzM*	−2.3	0.0	−0.1	Unknown PBSX prophage protein
*xtmB-xkdEFJKMNPQRSTU-xkzA-xkdVWX-xepA-xhlAB-xlyA*	−2.1/−1.4	−0.0/0.1	−0.2/0.1	PBSX prophage
*sdpR*	−2.0/−1.8	0.0/0.0	−0.4/−0.3	Protection against SdpC toxin
*ykzL*	−2.0	−0.0	−0.1	Unknown PBSX prophage protein
*hutHUIGM*	−1.6 / −1.6	0.0/0.0	−0.3/−0.2	Histidine utilization
*araABDLMNP*	−1.6/−1.4	−0.0 / −0.0	−0.1/−0.0	Arabinose utilization
*iolT*	−1.6	0.0	−0.1	Myo-inositol uptake
*yxiB*	−1.5	−0.0	−0.3	Unknown
*licB*	−1.4	−0.1	−0.3	Lichenan uptake and phosphorylation, control of LicR activity
*iolB*	−1.4	0.0	−0.1	Myo-inositol catabolism

^*a*^ Fold changes (log2) of the most affected genes in the PrgA-producing strain. Genes in an operon are considered as a single genetic locus, whereby the minimum and maximum FC values are indicated.

### Transcriptome profiles under induced expression conditions

To investigate whether induced overexpression of GFPnb, XynA, and PrgA triggers a different transcriptome response compared to constitutive overexpression, we used the same *B. subtilis* strain and plasmid system but replaced the constitutive P*amyQ* promoter with the strong xylose-inducible P*xyl* promoter (21). After initial dilution, cells were grown for 3 h when expression was induced by the addition of 1% xylose to the medium. This induction had no observable impact on growth (Fig. S1, right panel). We aimed to achieve expression levels on the same order of magnitude as those observed after 5 h of constitutive production and found that this was reached at approximately 2 h post-induction, as judged by SDS-PAGE (Fig. S2A**,** lanes 3, 5, and 7). This time point was chosen for the isolation of RNA. 

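RNA from the 4 strains with the Pxyl plasmid, named X-EV, X-GFPnb, X-XynA and X-PrgA, was collected 2 h after 1% xylose had been added to every culture, X-EV included. The 8 libraries, 2 per strain, held 3015411 to 8483223 reads in genes, with the fewest in X-XynA replicate 2 and 4346725 in X-EV replicate 2. Induction was strong. The gene for GFPnb took 5.94% and 5.71% of all reads in X-GFPnb, prgA 7.99% and 5.12% in X-PrgA and xynA 5.16% and 5.05% in X-XynA. With PamyQ the shares had been 0.494% and 0.594% for GFPnb, 0.864% and 1.41% for prgA, and 0.302% and 1.19% for xynA. In strains without the insert, the gene for GFPnb had 5 to 23 reads, prgA 0 to 35 and the native xynA 1008 to 2654. The amp gene of the Pxyl plasmid had 24878 to 102219 reads in these libraries and 1 to 8 in the C libraries. Tables were restored and tested as for the C strains, with the paper's limit of a log2 fold change beyond 1. In simulated libraries with 40 genes changed 2-fold, the test called 14 in X-GFPnb, 11 in X-XynA and 0 in X-PrgA, and at 4-fold 33, 30 and 24. These libraries also varied on their own, so the numbers do not give the power in the real ones.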

Of note, over time, the GFPnb protein band migrated further in the gel, indicative of proteolytic processing (Fig. S2B). In the constitutive GFPnb-expressing culture, only the processed version is observed on gel (Fig. S2A).

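After induction, 41.6% to 53.8% of genes stood apart from the empty vector, which does not by itself show an effect of the proteins. Both protein libraries lay on the same side of both X-EV libraries for 2194 of 4080 genes (53.8%) in X-GFPnb. The same held for 1755 of 4032 (43.5%) in X-XynA and 1695 of 4078 (41.6%) in X-PrgA. Chance gives 1 gene in 3 on average if all libraries vary on their own. Genes of a library can move together, so a higher share can arise without an effect, and the comparisons use the same X-EV libraries. At an unadjusted p under 0.05 with no fold limit, limma called 864 genes in X-GFPnb, 413 in X-XynA and 417 in X-PrgA. Most of those in X-GFPnb and X-XynA lay within the paper's fold limit, and most of those in X-PrgA lay beyond it. Genes with the largest shifts included glcD of glycolate oxidation in X-GFPnb (log2 fold change of 3.93), htrA in X-XynA and acoA of acetoin breakdown in X-PrgA (-6.61). The last rests on X-PrgA replicate 2, since without it the value is -2.62.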

Induced overexpression resulted in extensive transcriptional changes (Fig. 2A). 

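Single genes of secretion and envelope stress lay above X-EV in X-GFPnb and purine genes below it, and in X-XynA htrA and htrB lay above it. In X-GFPnb 11 genes passed limma's adjusted p of 0.05 with a log2 fold change beyond 1, 3 of them up and 8 down. Those that rose were htrB, liaH of the envelope stress response and nagP, which encodes a transporter of N-acetylglucosamine. The genes xpt and pbuX for the salvage and uptake of xanthine fell by the most, with log2 fold changes of -4.28 and -4.21 (standard errors 0.20 and 0.18, adjusted p = 0.0159). The normalized count of pbuX was 4506 ± 388 (SD, n = 2) in X-EV and 244 ± 41.1 (SD, n = 2) in X-GFPnb. The others that fell were purE, purK, purB, purS, purM and purN of purine biosynthesis, at -3.77 to -3.27. Among all 16 libraries the purine biosynthesis genes were highest in X-EV, with medians of 970 and 1755 CPM against at most 412 elsewhere, so an effect of GFPnb and an unusual X-EV culture cannot be told apart for them. In X-XynA 2 genes passed, htrA and htrB, and in X-PrgA 0, with a lowest adjusted p of 0.0849. At an unadjusted p under 0.05 and the same fold limit, the counts were 173 (94 up, 79 down), 62 (28 up, 34 down) and 290 (136 up, 154 down). Counts moved with single libraries, though a fit without a library judges the spread of that strain from the other strain alone. Without X-EV replicate 1, X-GFPnb had 13, all of them down, and X-XynA 10, without X-EV replicate 2 X-GFPnb had 0 and X-XynA 9, and without either protein library X-GFPnb and X-XynA had 0. X-PrgA had 244 without its replicate 1 and 20 without its replicate 2.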

The expression of 121 genes changed more than twofold (*P* value < 0.05) when expression of the camelid nanobody was induced, compared to 28 and 204 genes after induction of XynA and PrgA, respectively. The Venn diagram in Fig. 2B shows that there is a substantial overlap between the differentially expressed genes in the three conditions.

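Induced strains shared many called genes at a loose limit and a single gene at the strict one. At an adjusted p under 0.05, htrB was the only gene called in 2 strains, X-GFPnb and X-XynA. At an unadjusted p under 0.05 and a log2 fold change beyond 1, 107 genes changed the same way in at least 2 strains, and 32 were called in all 3 strains. In simulations of unchanged strains against the same X-EV libraries the number was 31.2 on average and 38 at most. Those simulations varied gene by gene and cannot mimic an unusual X-EV culture. For the C strains they gave 99.7 genes on average, where 4 were seen. For X-GFPnb and X-PrgA, 44 genes were higher in both and 46 lower in both, where independent lists would share 2.89 and 3.03. For X-GFPnb and X-XynA the numbers were 18 and 27 (0.613 and 0.668 expected), and for X-XynA and X-PrgA 16 and 19 (0.919 and 1.3 expected). Genes of purine biosynthesis lay below X-EV in all 3 strains, with medians of -3.63, -3.61 and -3.16 on the log2 scale in X-GFPnb, X-XynA and X-PrgA, all measured against the same high X-EV level. Of these 13 genes, 6 fell in X-GFPnb over all genes, and 13, 13 and 12 were lower when adjusted over the list alone. The study picked these genes on the same samples, so the counts are not independent evidence. Part of the excess may come from the shared X-EV libraries.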

**Fig 2:**
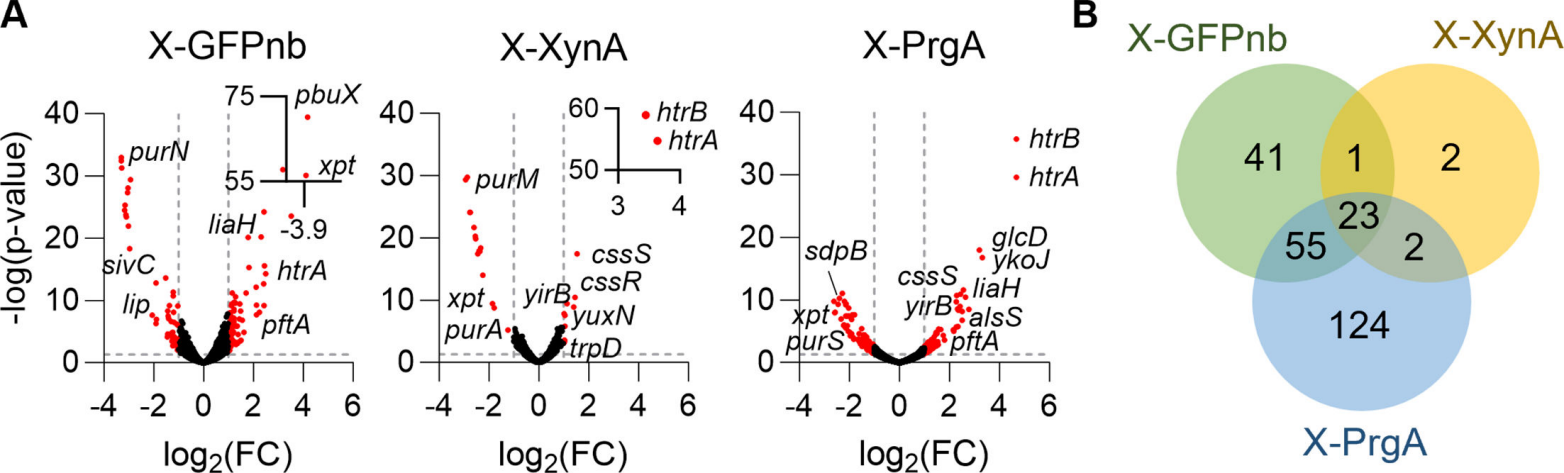
Transcriptome analysis of xylose-induced overproducing GFPnb, XynA, and PrgA strains. (**A**) Volcano plots of fold change (FC) versus *P* values. Dashed lines represent FC > 2 (log2 > 1) and *P* values < 0.05 cut-offs. (**B**) Venn diagram of the genes that show significant expression differences in the three strains. Data for the *gfpnb*, *xynA*, and *prgA* genes are not shown.

Table 2 lists the 10 most strongly up- and downregulated genetic loci for each strain. 

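Genes of 3 stress systems stood above X-EV in every induced strain. The largest shift was that of htrA, with log2 fold changes of 2.87 in X-GFPnb (adjusted p = 0.0634 from limma), 4.53 in X-XynA (adjusted p = 0.0243) and 6.07 in X-PrgA (adjusted p = 0.121). Its normalized count reached 69123 ± 30028 (SD, n = 2) in X-PrgA against 993 ± 264 (SD, n = 2) in X-EV. For htrB the log2 fold changes were 2.66, 4.06 and 5.68 (standard errors 0.20, 0.18 and 0.35), and it rose in X-GFPnb (adjusted p = 0.0403) and X-XynA (adjusted p = 0.0233). The X-EV values of both genes belong to the unsettled ones. In X-XynA both calls ended without either XynA library (adjusted p of 0.0968 and 0.149 for htrA), and in X-GFPnb that of htrB ended without any 1 of the 4 libraries (adjusted p of 0.11 to 0.158). In X-PrgA neither gene passed with all libraries (adjusted p of 0.121 for htrA and 0.0849 for htrB). The gene liaH, an envelope stress gene related to phage shock proteins, rose in X-GFPnb (log2 fold change of 2.54, adjusted p = 0.0403, and 0.114 to 0.189 without 1 library), was at 0.83 in X-XynA and at 3.27 in X-PrgA. Its neighbour liaI was at 2.68, 0.98 and 3.36. Values of yirB, whose product keeps the regulator Spx from being degraded, were 1.12, 1.70 and 2.84 (adjusted p of 0.115, 0.0898 and 0.17).

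**Figure D2:**
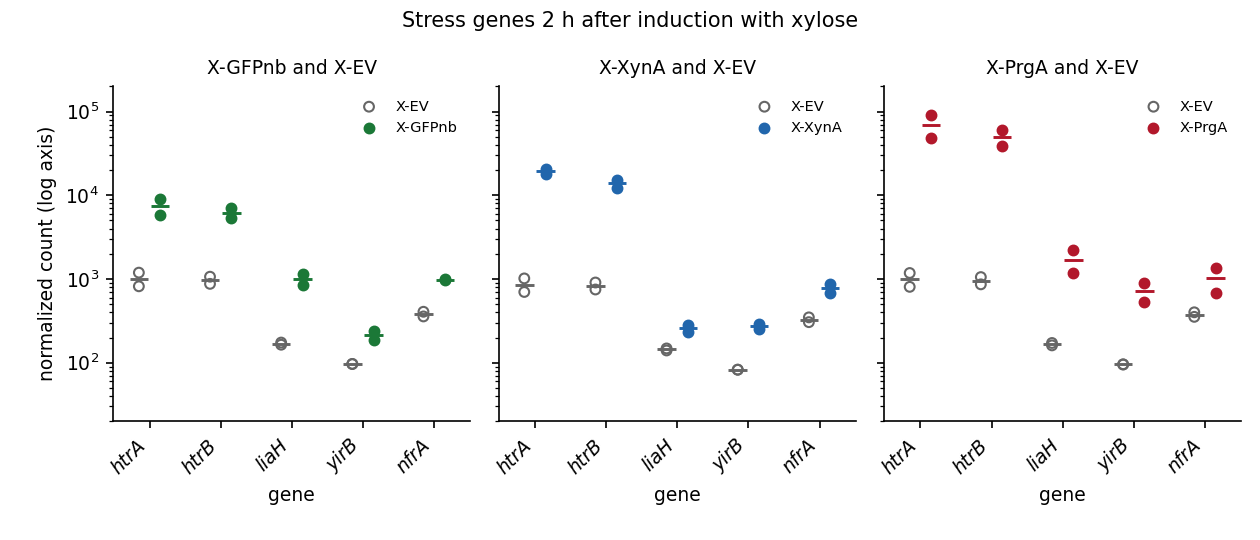
Normalized counts (log axis) of 5 stress genes in X-GFPnb, X-XynA and X-PrgA, each beside X-EV from the same table. Points are the 2 replicates and lines their means. All protein libraries lie above X-EV.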

The strongest response in all conditions is the induction of the *htrAB* secretion stress locus. *liaIH* expression has been correlated to cell envelope targeting antibiotics and oxidative stress (33), and *yirB* is involved in stabilizing Spx in response to cell wall stress (34, 35). 

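Spx is a regulator that is kept low by the protease ClpXP and that turns on thioredoxin and other genes of thiol stress. After induction all 10 genes of a list around Spx stood above X-EV in each strain, with median log2 fold changes of 0.81 in X-GFPnb, 0.71 in X-XynA and 1.05 in X-PrgA (camera adjusted p of 2.66e-07, 3.61e-10 and 3.06e-08). The list was called in no strain with an estimated correlation. None rose by limma over all genes, and 9, 9 and 8 were higher when adjusted over the list alone. The list holds yirB, yuxN and nfrA, which the study picked on these samples, so these counts are not independent evidence. The normalized count of nfrA (BSU38110) was 382 ± 34.6 (SD, n = 2) in X-EV and 981 ± 18.9 (SD, n = 2) in X-GFPnb, a log2 fold change of 1.36 (standard error 0.14, adjusted p = 0.0596 from limma). In X-XynA it was 1.25 and in X-PrgA 1.35, with adjusted p of 0.254 and 0.409. The spx gene itself was at 0.29 in X-GFPnb. Thioredoxin gene trxA had log2 fold changes of 0.75 in X-GFPnb and 0.81 in X-XynA. Under PamyQ the list had medians of -0.10, -0.16 and 0.11 in C-GFPnb, C-XynA and C-PrgA.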

The transcriptional regulator Spx regulates many genes, including those important for the prevention of protein aggregation during heat stress and protection against oxidative stress (36, 37). *nfrA*, encoding a nitro/flavin reductase, is under control of Spx (34). Most genes in Table 2 show a similar pattern of regulation across the different expression conditions, indicating that the most prominent transcriptional changes are related to a general stress response triggered by the overexpression of secreted proteins.

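Loci of Table 2 lay on the same side of X-EV whichever protein was induced, some of them by very little. Of the 34 loci whose genes were matched by name, which leaves out melECA, 34 had the same direction in all 3 strains by their median log2 fold change, 19 above 0 and 15 below. Small values among them were 0.03 for trpD in X-GFPnb (its X-EV value is unsettled), 0.03 for ylbP in X-PrgA, and 0.11 for alsS and -0.10 for ctaC in X-XynA. These turned without 1 library, to -0.29 for trpD without X-GFPnb replicate 2 and -1.50 for ylbP without X-PrgA replicate 1. Without X-XynA replicate 2 alsS was at -0.26 and ctaC at 0.13. The study picked these loci on the same samples, and all 3 comparisons use the same X-EV libraries, so part of the shared direction may come from them. Unchanged strains were not simulated for this count. Among genes outside the stress systems, the trehalose transporter gene treP was at 1.99 in X-GFPnb (adjusted p = 0.0536 from limma) and 3.40 in X-PrgA, and at 0.48 in X-XynA (adjusted p = 0.63), where its libraries did not stand apart from X-EV. The manganese transporter gene mntA was at -1.60, -2.45 and -0.64 in the same order, and malA of maltose use at -2.63, -3.87 and -1.49. Single libraries moved several of these values. Without X-PrgA replicate 2 treP was at 2.23 and malA at -2.55 in X-PrgA, without X-XynA replicate 2 treP was at 0.09 and mntA at -0.41 in X-XynA, and without X-EV replicate 2 malA was at -0.78 there. Whether these genes pass without a library is not given, since a lone library shows no spread between cultures of its strain. Over all genes the fold changes of X-GFPnb and X-XynA had a covariance of 0.225, those of X-GFPnb and X-PrgA 0.304 and those of X-XynA and X-PrgA 0.213. Unchanged strains simulated against the same X-EV libraries gave 0.0758, 0.0765 and 0.0776. Those simulations varied gene by gene and cannot mimic an unusual X-EV culture. From the similar pattern of most genes in its table, the paper reasons that the changes that stand out most are related to a general stress response set off by overexpressed secreted proteins.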

**TABLE 2:** Top 10 up- and downregulated genetic loci in response to the induced secreted protein overexpression^*a*^

Gene(s)	GFPnb	XynA	PrgA	Description
*htrA*	2.4	3.6	4.7	Membrane-anchored protein quality control protease
*htrB*	2.4	3.5	4.7	Membrane-anchored protein quality control protease
*dctP*	3.5	0.4	1.5	Uptake of succinate, fumarate, malate, and oxaloacetate
*ykoJ*	0.2	1.0	3.3	Unknown
*glcDF*	1.5/2.4	0.4/0.7	2.6/3.2	Probable glycolate oxidase
*maeN*	2.1	0.8	2.8	Malate uptake
*liaIH*	2.1/2.3	0.6/0.7	2.5/2.6	Resistance against oxidative stress and cell wall antibiotics
*yyzE-bglA*	2.4/2.5	1.0/1.0	1.0/1.1	Beta-glucoside utilization
*alsS*	0.4	0.1	2.5	Overflow metabolism
*cssRS*	1.0/1.1	1.5/1.5	2.4/2.4	Two-component response regulator that activates transcription of *htrAB*
*pftAB*	2.1/2.2	0.9/1.0	2.2/2.3	Uptake of pyruvate
*yirB*	1.0	1.4	2.3	Stabilization of Spx in response to cell wall stress
*treP*	1.8	0.4	2.3	Trehalose uptake and phosphorylation
*nagP*	1.8	0.6	0.4	N-acetylglucosamine uptake and phosphorylation
*nfrA*	1.3	1.1	1.1	Spx-dependent FMN-containing NADPH-linked nitro/flavin reductase, stress protein
*yuxN*	0.9	1.0	1.2	Control of Spx stability, represses *yirB*
*yhzC*	1.1	1.1	1.1	Unknown
*ylbP*	1.0	1.1	0.4	Unknown
*trpD*	0.0	1.0	0.1	Biosynthesis of tryptophan
*xpt-pbuX*	−3.9/−3.9	−1.9/−1.8	−2.6/−2.6	Purine salvage and acquisition
*purEKBCSQL* *FMNHD*	−3.3/−2.9	−2.9/−2.2	−2.3/−1.8	Purine biosynthesis
*sivC*	−1.9	−1.0	−2.6	Inhibitor of entry into sporulation
*sdpABC*	−1.4/−0.9	−0.6/−0.3	−2.5/−2.0	Killing of non-sporulating sister cells
*ppsABCDE*	−1.1/−0.2	−0.7/−0.2	−2.3/−2.0	Production of the antibacterial compound plipastatin
*mntABCD*	−1.4/−1.3	−0.5/−0.4	−2.2/−2.1	Manganese uptake
*malA-glvR-malP*	−2.1/−1.9	−0.9/−0.8	−2.0/−1.5	Maltose utilization
*pksJL*	−1.0/−0.7	−0.6/−0.4	−1.9/−1.8	Polyketide synthesis
*yscB*	−1.2	−0.6	−1.9	Unknown
*ctaC*	−0.5	−0.1	−1.7	Cytochrome-c oxidase (subunit II), respiration
*yecA*	−1.5	−0.9	−1.0	Putative transporter
*pbuG*	−1.5	−0.9	−0.7	Hypoxanthine and guanine uptake
*lip*	−1.4	−0.9	−1.1	Lipid degradation
*purA*	−1.3	−1.2	−0.5	Purine biosynthesis
*melECA*	−1.3/−1.2	−1.0/−0.9	−0.6/−0.6	Melibiose utilization
*steT*	−0.2	−1.0	−0.3	Exchange of serine and threonine

^*a*^ Fold changes (log2) of the most affected genes in each strain are listed. Genes in an operon are considered as a single genetic locus, whereby the minimum and maximum FC values are indicated.

### Comparing expression conditions through regulon analysis

The large differences between constitutive and induced expression raises the question of whether we can distinguish common regulation responses for each protein. To facilitate this analysis, we focused on signal transduction pathways by analyzing the activity of regulons. *B. subtilis* is one of the most extensively studied bacterial species, and so far, over 200 regulons have been identified (38). Using the gene set enrichment analysis tool GINtool (39), we calculated the average fold changes of regulons, which reflects the regulator’s activity. Importantly, GINtool checks whether a regulator functions as an activator or as a repressor, which is important given that some regulators exhibit both activities. The results of the regulon analyses are listed in Table S2. Figure 3 presents a bubble matrix chart displaying the five most strongly activated and the five most strongly repressed regulons identified for each condition. The chart shows again that the xylose-inducible expression system exerts the most pronounced effect on host gene expression. 

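More gene lists were called in the X strains than in the C strains, and none in either with an estimated correlation. Of the 41 lists, camera called 26 in X-GFPnb, 20 in X-XynA and 28 in X-PrgA at an adjusted p under 0.05. Left without each library in turn, the counts ran from 21 to 27, 18 to 23 and 24 to 30, which for GFPnb and XynA overlaps with the counts under PamyQ. The difference in counts was not tested. With an estimated correlation the count was 0 in each, and the lowest adjusted p was 0.468, 0.548 and 0.458. That variant also missed a shift planted in simulated libraries, so a call lost there says little. The test fry, which asks whether the genes of a list move one way on balance, called 4 lists in X-GFPnb and 0 in the other comparisons. Those were the Spx list (adjusted p = 0.0326), purine salvage (0.0329), gluconate use (0.0329) and matrix genes (0.000726). Whether a gene responded differently under the 2 promoters was tested over 8 libraries for each protein. No gene passed limma's adjusted p of 0.05. At an unadjusted p under 0.05 there were 183 genes for GFPnb, 56 for XynA and 307 for PrgA. For GFPnb and XynA, same-numbered replicates shifted together with those of EV, which widens the spread in this test. The lack of calls therefore does not show that responses were alike under both promoters. The lowest adjusted p was 0.202 for GFPnb, that of purE, which encodes an enzyme of purine synthesis.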

Some regulons show a consistent response under all conditions, including the CssR regulon involved in secretion stress, the metabolic regulons AlsR, GlvR, and MelR, involved in acetoin synthesis, maltose, and melibiose utilization, respectively, and the YuxN regulon, involved in the regulation of Spx stability. 

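The CssR regulon had medians well above EV in C-PrgA and in all X strains. Its 5 genes had medians of -0.03, 0.16 and 1.96 in C-GFPnb, C-XynA and C-PrgA on the log2 scale, and of 1.13, 1.72 and 2.91 in the X strains in the same order. Camera gave an adjusted p of 0.775 in C-GFPnb and 0.0217 in C-XynA, and of 5.49e-05, 7.14e-09 and 1.08e-08 after induction. None of these calls held with an estimated correlation, which also missed a shift planted in simulated libraries. The call in C-XynA was lost without C-EV replicate 2 and without either XynA library. In X-GFPnb 1 of the 5 genes rose over all genes and in X-XynA 2. In each X strain 4 were higher when adjusted over the list alone. The study picked htrA, htrB, cssR and cssS on these samples, so these counts are not independent evidence. Genes of acetoin synthesis and overflow metabolism, which include alsS and alsD of the AlsR regulon, had medians of 0.28, 0.13 and 0.60 under PamyQ and 0.58, 0.19 and 0.91 under Pxyl. The alsS gene itself was at 0.24, -0.08 and 0.12 under PamyQ and at 0.52, 0.11 and 3.98 under Pxyl. The list medians therefore do not stand for the AlsR regulon. Genes of maltose use (GlvR) lay below EV in all 6 comparisons, with medians of -0.27, -0.55 and -0.71 and then -2.55, -1.44 and -3.87. The median in C-GFPnb turned to 0.22 without C-EV replicate 1 and to 0.47 without C-GFPnb replicate 2, that in X-XynA was -0.66 without X-EV replicate 2 and not called without X-XynA replicate 1 (camera adjusted p = 0.14), and that in X-PrgA was -2.55 without X-PrgA replicate 2. The melibiose gene melA was at -0.38 in C-XynA and at -1.28, -1.10 and -1.63 after induction. Its value in C-XynA turned to 0.07 without C-XynA replicate 2. That in X-PrgA was -0.29 without X-PrgA replicate 2 and -2.97 without replicate 1. The gene yuxN, next to yirB, had log2 fold changes of 0.90, 1.14 and 1.43 in the X strains (adjusted p = 0.114 in X-GFPnb from limma) and of 0.07, -0.09 and 0.71 in the C strains.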

The activity of the AraR, FadR, and HutP regulons, associated with arabinose utilization, fatty acid degradation, and histidine utilization, respectively, was primarily linked to PrgA overproduction. 

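In the strains that made PrgA, genes for the use of arabinose, fatty acids and histidine had medians below EV under both promoters, and most of these rested on 1 library. The 12 arabinose genes had a median of -0.82 in X-PrgA on the log2 scale (camera adjusted p = 0.0129), against 0.37 in X-GFPnb and 0.12 in X-XynA. Without X-PrgA replicate 2 the median was 0.22. For araA, which encodes arabinose isomerase, the log2 fold change was -2.15 in C-PrgA and -1.09 without C-EV replicate 1. Fatty acid degradation genes of the FadR regulon had medians of -0.63 in C-PrgA (camera adjusted p = 5.33e-07) and -0.56 in X-PrgA (0.0055), where X-PrgA replicate 1 was level with X-EV and the median was -0.15 without replicate 2. They were at -0.64 in C-GFPnb (4.48e-08), or -0.37 without C-EV replicate 1 and -0.04 without C-GFPnb replicate 2, and at 0.09 in C-XynA. Histidine utilization genes had medians of -0.36, -0.82 and -2.63 under PamyQ, and 0.11, 0.38 and -0.89 under Pxyl in the order GFPnb, XynA and PrgA. In X-PrgA the last was -0.18 without replicate 2 and not called without X-EV replicate 1 (camera adjusted p = 0.0567), and in C-GFPnb and C-XynA the median turned to 1.87 and 1.43 without C-EV replicate 1. No list was called with an estimated correlation, and no gene of the 3 lists fell by limma's adjusted p over all genes. The lower level of PBSX genes in C-PrgA was absent after induction, where 21 genes of its operon had a median of 0.13 in X-PrgA. Over the 33 PBSX genes measured for PrgA, the difference between promoters had a median of 2.04, with all above 0. Camera gave it an adjusted p of 1.77e-33, and of 0.363 with an estimated correlation.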

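For GFPnb and XynA, lists that camera called under both promoters mostly went opposite ways. Most of their C medians shrank or turned without 1 library, which also unbalances shifts common to same-numbered replicates. In C-GFPnb the Clp genes of the CtsR regulon had a median of -0.36 on the log2 scale (camera adjusted p = 4.22e-05) and in X-GFPnb of 1.16 (3.03e-05). The call in C-GFPnb was lost without C-EV replicate 2 and without C-GFPnb replicate 2 (camera adjusted p of 0.0653 and 0.11). Gluconate genes were at -0.67 in C-GFPnb, or 0.05 without its replicate 2, and at 0.57 in X-GFPnb. In C-XynA the Clp genes had a median of -0.48 and the pyrimidine genes of 1.47, and in X-XynA these medians were 0.85 and -0.90. Without C-XynA replicate 2 the C-XynA medians turned to 0.16 and -0.63, so the opposite directions no longer held for either list. No list was called with an estimated correlation. Of the lists called under both promoters, the melibiose gene melA for GFPnb and the CssR regulon for XynA kept their direction. For the gene htrB the log2 fold change under Pxyl minus that under PamyQ was 2.65 for GFPnb and 2.97 for XynA (adjusted p of 0.535 and 0.98 from limma). Of the 34 Table 2 loci matched by name (melECA was not), 8 had the same direction under both promoters for XynA, and of 33 measured for GFPnb 13 did.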

For the camelid nanobody and XynA, we could not detect a conserved regulon expression response. Finally, several metabolic regulons exhibit opposite activities in the two expression conditions, including AcoR, AhrC, CitR, G-box, GntR, PurR, PutR, PyrR, RocR, and TreR, which are involved in nucleoside, amino acid, and sugar metabolism. 

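Genes for nucleotides, amino acids and sugars mostly lay on opposite sides of the empty vector under the 2 promoters, most clearly the purine genes. Purine biosynthesis genes (PurR) had medians of 0.70, 1.81 and 2.30 in C-GFPnb, C-XynA and C-PrgA on the log2 scale and were far below 0 in all X strains, where the X-EV level itself was high. The difference between promoters was -4.35 for GFPnb, -5.40 for XynA and -5.45 for PrgA (camera adjusted p of 5.56e-23, 1.47e-17 and 1.11e-16). Pyrimidine genes (PyrR) went from 1.83 in C-PrgA to -0.27 in X-PrgA, and proline genes (PutR) from 1.89 to -0.82. The pyrimidine median in C-PrgA was 1.07 without C-EV replicate 1 and 1.06 without C-PrgA replicate 2, that in X-PrgA turned to 0.30 without X-PrgA replicate 1, and the proline median in C-PrgA was 0.83 and 0.08 without the same C libraries. Arginine utilization genes (RocR) went from 2.01 to -2.49, and rocD, which encodes ornithine aminotransferase, from 2.71 to -2.48. In C-PrgA rocD was at 1.65 without C-EV replicate 1 and at 2.03 without C-PrgA replicate 2. Arginine biosynthesis genes (AhrC) went from -4.78 to 0.18 and trehalose genes (TreR) from -0.98 to 3.30. Acetoin utilization genes (AcoR) were at 0.01 in C-PrgA and -6.44 in X-PrgA, and gluconate genes (GntR) at -0.56 and 1.41. The arginine biosynthesis median in C-PrgA was 0.27 without its replicate 2. In X-PrgA the acetoin, trehalose and arginine utilization medians were -3.02, 2.10 and -1.58 without its replicate 2. The acetoin median in C-PrgA turned to -2.06 without its replicate 2 and to -1.13 without C-EV replicate 1. In C-XynA the purine median was -0.38 without its replicate 2, and in C-GFPnb the purine median was 0.05 without its replicate 2. Same-numbered replicates of these strains and C-EV shifted together, so these values do not isolate replicate 2. With an estimated correlation no difference held (adjusted p = 0.309 for the purine genes of GFPnb).

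**Figure D3:**
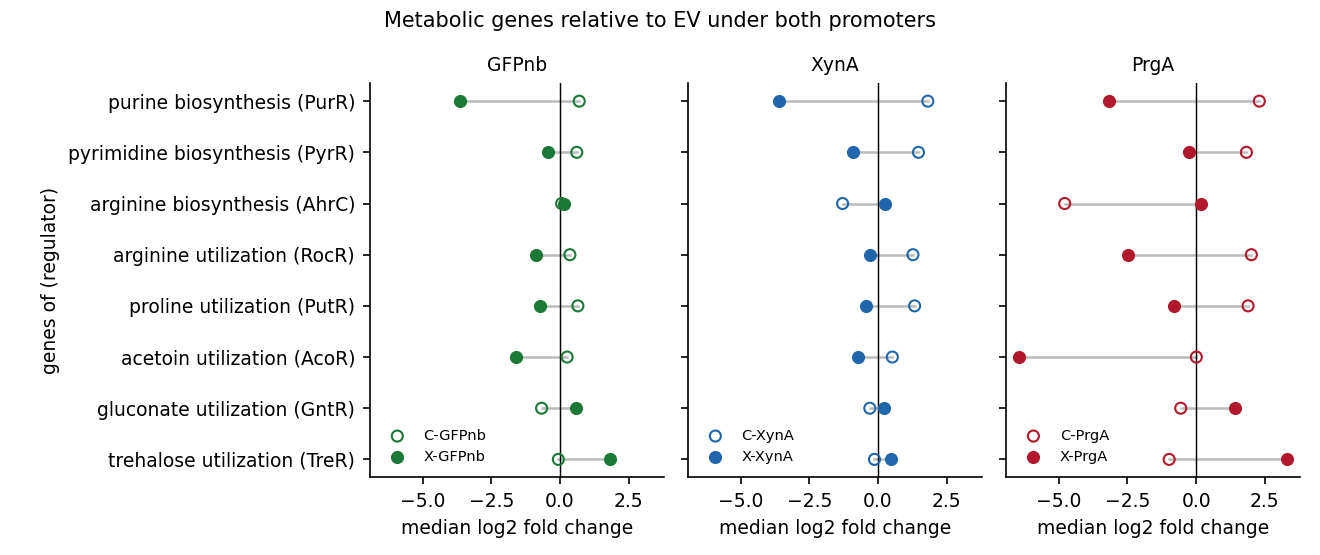
Median log2 fold change relative to EV of 8 gene lists, with the regulator in brackets. Open circles stand for PamyQ and filled circles for Pxyl, and a line joins the pair for each protein. For PrgA the acetoin pair lies furthest apart, followed by the purine pair.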

We have no obvious explanation for this.

**Fig 3:**
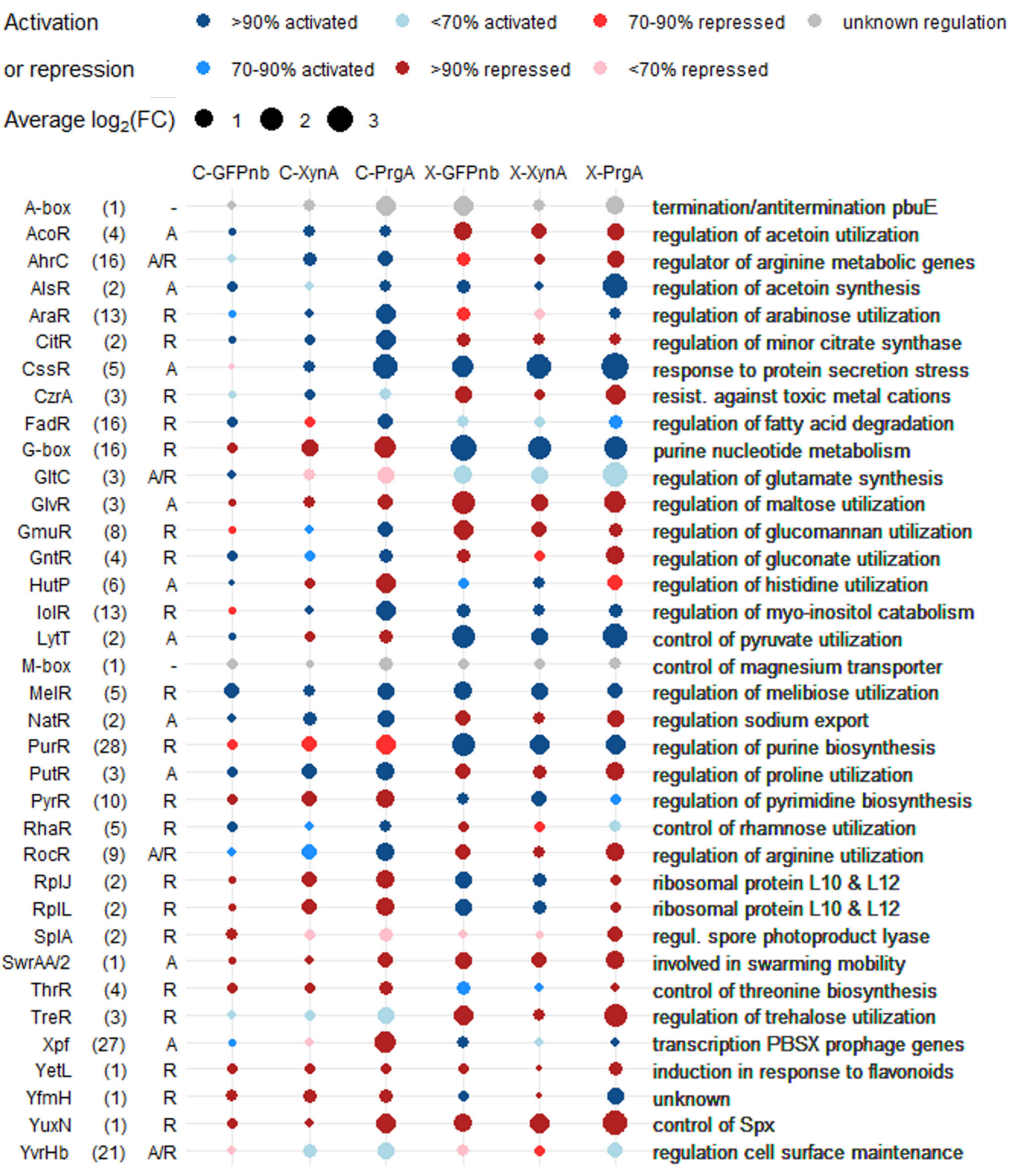
Comparison of regulon activities of overproduced proteins using two distinct promoter systems. The transcriptome data were analyzed with GINtool, and the regulon activities of the top five repressed and activated regulons of each condition are shown. Bubble size represents the absolute average fold change. The total size of the regulon is shown in parentheses behind the regulon name. Color intensities represent the number of genes in a regulon that show the same activity, either by an activated (blue) or repressed (red) regulator. A/R/- indicates whether a regulator is an activator, repressor, or has an unknown activity, respectively. Thus, a red regulon controlled by a repressor (R) means that the genes of this regulon are actually activated. Gray represents unknown regulation directionality.

### Improved PrgA production upon CtsR inactivation

Next, we tried to find information in the transcriptome data that could help to improve the yield of PrgA. Overexpression of PrgA strongly induces the expression of *htrA*, *htrB*, and *ykoJ*. This response mirrors findings reported in the context of α-amylase overproduction (8, 40, 41). 

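PrgA went with high expression of the same 3 genes under both promoters. In X-PrgA ykoJ had a normalized count of 3378 ± 1189 (SD, n = 2) against 189 ± 37.3 (SD, n = 2) in X-EV, a log2 fold change of 4.12 (standard error 0.36, adjusted p = 0.156 from limma). No p-value is given for fits without a library, since a lone library shows no spread between cultures of its strain. The log2 fold change under Pxyl minus that under PamyQ was 1.09 for htrA, 0.73 for htrB and 0.87 for ykoJ. None of these 3 differences passed limma's test of the promoter (adjusted p of 0.782, 0.809 and 0.808). After induction ykoJ was at 1.51 in X-XynA and 0.21 in X-GFPnb. The gene prsA, which encodes the foldase that helps exported proteins fold, had log2 fold changes of 0.18, 0.26 and 0.57 in X-GFPnb, X-XynA and X-PrgA. Over the 22 genes of the secretion machinery the medians were within 0.19 of 0 in all 6 comparisons, and camera called the list in none of them.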

The production of α-amylase has been successfully improved by (i) overproducing the extracellular lipoprotein PrsA, which is a protein folding chaperone, (ii) inactivation of the *dlt* operon (*dltX-dltA-dltB-dltC-dltD-dltE*), necessary for d-alanylation of teichoic acids, which increases the negative charge of the membrane, and (iii) deletion of the intracellular protease LonA (8, 42–46). Given the partial overlap in transcriptomic responses, it is plausible that similar genetic interventions could also improve PrgA production. To test this, we created three strains based on our background strain: two harboring deletions of *lonA* and *dltA*, and one strain carrying an extra copy of *prsA* under the control of the strong endogenous promoter P*veg*. However, when we introduced the constitutive PrgA expression plasmid into these engineered strains, we did not observe a significant increase in extracellular production (Fig. 4A).

**Fig 4:**
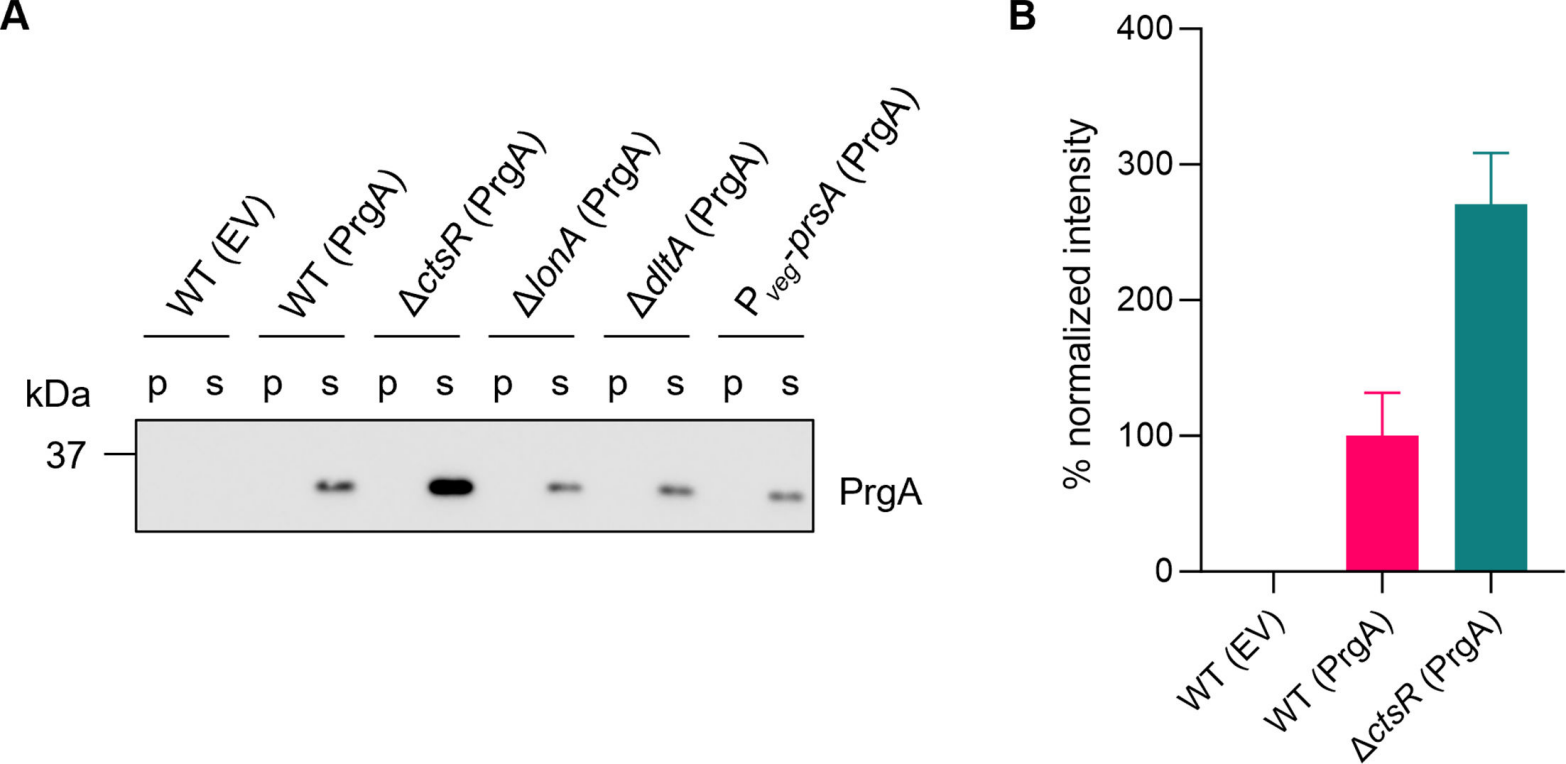
PrgA production in different *B. subtilis* mutants. (**A**) Western blot of PrgA levels in cell pellets (P) or the medium (supernatant, S). (**B**) Quantification of the supernatant western blot signals of three biological replicates of PrgA production and one empty vector control. Error bars reflect standard deviations.

In a previous transcriptome analysis focused on identifying production bottlenecks in XynA overexpressing *B. subtilis* strains, we observed a downregulation of several Clp protein chaperones (7). Inactivation of the transcriptional repressor CtsR, which controls expression of *clp* genes, resulted in a 25% increase in XynA production (7). Such mutation does not improve the production of the amylase amyM (8). Interestingly, *clpC* and *clpE* were also downregulated in cells constitutively overexpressing PrgA, albeit mildly, with log2 fold change of approximately 0.5–0.6, and therefore they are not present in either Table 1 or Fig. 3. 

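ClpC and ClpE unfold proteins for the protease ClpP, and CtsR represses their genes together with its own operon ctsR-mcsA-mcsB-clpC. In C-PrgA these genes were lower than in C-EV, and 1 library carried most of the difference. The normalized count of clpC (BSU00860, 103572 to 106004 in ASM904v1) was 15050 ± 2894 (SD, n = 2) in C-EV and 9753 ± 5197 (SD, n = 2) in C-PrgA, a log2 fold change of -0.72 (standard error 0.53, adjusted p = 0.913 from limma). For clpE (BSU13700, 1435628 to 1437727) it was 667 ± 166 and 375 ± 254, a log2 fold change of -0.99 (standard error 0.59). Without C-PrgA replicate 2 these values were -0.15 and -0.24. The median of the 6 genes was -0.74 (camera adjusted p = 0.0153) and -0.22 without that library, and the call was also lost without C-EV replicate 2 (camera adjusted p = 0.159). The ctsR gene was at -0.68, mcsA and mcsB at -0.77 each and clpP at -0.01. After induction the same genes were higher than in X-EV, with a median of 1.13 in X-PrgA (camera adjusted p = 2.15e-05), clpC at 0.96 and clpE at 1.79. Under neither promoter was the list called with an estimated correlation. In X-GFPnb clpC was at 1.17 and in X-XynA at 0.87. When adjusted over the list alone, 6, 5 and 5 of the genes were higher in X-GFPnb, X-XynA and X-PrgA. The paper proposes that misfolded protein draws ClpC away from CtsR, which leaves more CtsR to repress these genes.

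**Figure D4:**
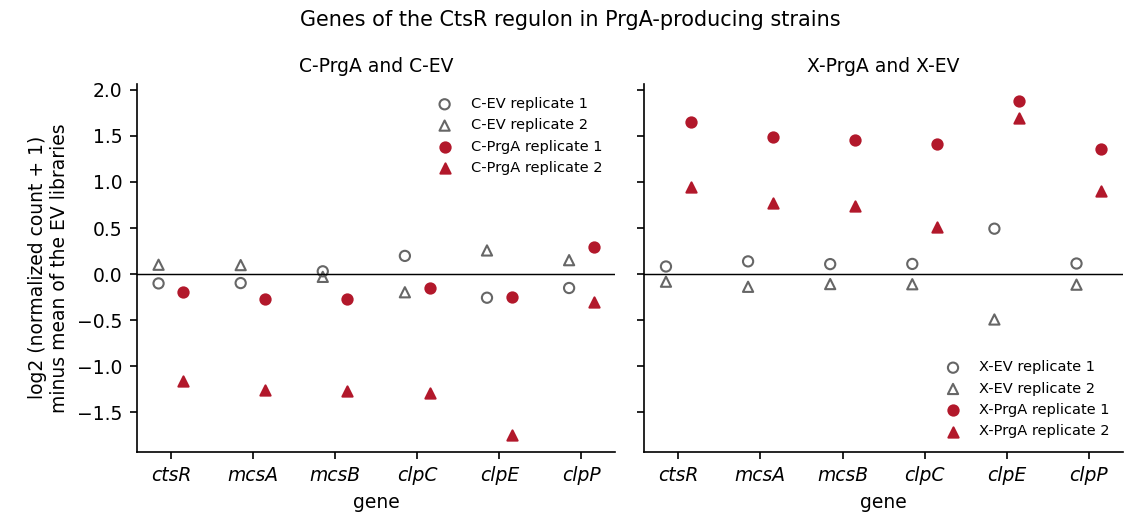
Expression of 6 genes of the CtsR regulon in each C-PrgA and X-PrgA library and its EV, as log2(normalized count + 1) minus the mean of the EV libraries. Circles are replicate 1 and triangles replicate 2. C-PrgA replicate 2 lies lowest for every gene, and both X-PrgA libraries lie above X-EV.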

Interestingly, when we evaluated the production of PrgA in a strain containing a *ctsR* deletion, we did observe a strong 2.7-fold increase in yield (Fig. 4). Of note, the observed PrgA protein bands correspond to its inactive, propeptide-containing form. Activation of PrgA requires proteolytic removal of this propeptide, which does not occur under the current experimental conditions, likely due to the short fermentation time and absence of the major secreted proteases AprE and NprE (17).

## DISCUSSION

This study was aimed at identifying general and protein-specific bottlenecks associated with the overproduction and secretion of three commercially relevant proteins by *B. subtilis*, including a camelid nanobody (GFPnb), a xylanase from *B. subtilis* (XynA), and the protein glutaminase PrgA from *C. proteolyticum*. To achieve this, we examined the transcriptome stress responses using RNA sequencing. In addition, we tested two different promoters, a constitutive and an inducible promoter. The largest gene expression differences were caused using the xylose-inducible P*xyl* promoter. In fact, xylose induction of GFPnb appeared to cause more transcription differences than the induction of PrgA, whereas the reverse is true for the constitutive overexpression conditions (compare Fig. 1 and 2). These effects may stem from the varying expression times, since the constitutive expression provides the host with time to adapt. 

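Which induced protein moved more genes depended on the limit. With no fold limit and at an unadjusted p under 0.05, X-GFPnb had 443 genes above X-EV and 421 below, and X-PrgA had 188 and 229. With a log2 fold change beyond 1 X-PrgA had the longer list at an unadjusted p, and X-GFPnb at limma's adjusted p (11 genes against 0). For alsS, which encodes acetolactate synthase, the X-PrgA replicates read 333 and 1848 against 47.5 and 50.4 in X-EV, a log2 fold change of 3.98 (standard error 0.86, adjusted p = 0.339 from limma). In X-GFPnb alsS was at 0.52. The gene treP read 2233 and 11323 in X-PrgA, and 1804 and 2015 in X-GFPnb. Under PamyQ the unadjusted lists were short for GFPnb and far longer for PrgA.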

Considering this, it will be interesting to evaluate transcriptome profiles when xylose is present continuously during growth. In any case, these results highlight the complexity of the cellular responses to protein overexpression.

 Since the efficiency of secretion depends on the secretion signal used, this domain will affect the transcriptome response. For GFPnb and PrgA, we used the heterologous secretion signal of YoaW (27). However, the transcriptome data from GFPnb and PrgA differed widely, making it impossible to deduce a transcriptome response that might be specific to the use of this signal sequence.

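GFPnb and PrgA carry the same YoaW signal peptide, and XynA has its own. The calls at a loose limit do not separate an effect of the signal peptide from the shorter list of X-XynA. At an unadjusted p under 0.05 and a log2 fold change beyond 1, 59 genes were called for GFPnb and PrgA but not for XynA, and 32 for all 3 proteins. Genes that were not tested in every X strain are included. X-XynA had the fewest genes at this limit, and the difference between proteins was not tested. There were 69 genes called for GFPnb alone and 195 for PrgA alone. The host's own sipS, for a signal peptidase, is part of the secretion machinery list, which camera called in neither strain (adjusted p = 0.369 in X-GFPnb and 0.549 in X-PrgA). Under PamyQ, 1 gene was called for both GFPnb and PrgA, the melibiose gene melA.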

To contextualize our observations, we compared our transcriptome data to previously published data sets. Marciniak et al. analyzed the *B. subtilis* transcriptome responses related to a 30-min induction of *xynA*, using a subtilin-inducible promoter (6). Half of the differentially expressed genes that we identified when *xynA* was induced by xylose were also observed in their study (Fig. S3), including *htrAB, cssRS*, and genes of the *purE* operon. However, the transcriptome profile of constitutive XynA expression displayed almost no overlap with the transcriptome response described by Marciniak et al. (Fig. S3).

 As mentioned before, the transcriptome profiles of PrgA-producing strains showed stress responses that were reminiscent of what has been found for the overproduction of α-amylases (8, 40, 41). However, genetic interventions that have been shown to improve α-amylases production, including overexpression of the extracellular protein folding chaperone PrsA, changes in the cell wall teichoic acid composition by inactivating DltA or removal of the LonA protease, did not result in increased PrgA yields. Nevertheless, we were able to increase PrgA production 2.7-fold by inactivating the transcriptional regulator CtsR responsible for the transcriptional control of several Clp protein chaperones (47). This intervention ensued from a previous study where the XynA yield was improved by inactivating CtsR (7). A possible explanation for the downregulation of *clp* genes when cells are overexpressing a protein like XynA or Prg, is the fact that CtsR levels are controlled by the activity of ClpC and its partnerproteases ClpP (48). When ClpC is titrated by unfolded overexpressed proteins, it cannot inactivate its regulator CtsR, leading to higher levels of this repressor. Thi,s in turn, results in lower expression of *clp* genes, causing a self-enhancing effect (7). In the futur,e it will also be of interest to investigate whether oxidative folding of PrgA is a bottleneck, since its overexpression resulted in the upregulation of the thio-disulfide oxidoreductase *bdbB*. Of note, it has been shown before that upregulation of oxidoreductases can increase the yields of other heterologous proteins with disulfide bonds (49–51).

Based on our comprehensive transcriptome analyses, we must conclude that overexpression of a protein in *B. subtilis* does not necessarily lead to the up- or downregulation of unique genes, and that a common stress response cannot routinely be leveraged to make genetic changes that improve production, although the Δ*ctsR* mutation shows that it sometimes can. In addition, our transcriptome analyses demonstrate that, while *B. subtilis* host cells may produce the same protein, but the cellular responses are highly dependent on the expression conditions used. These variabilities pose challenges for leveraging transcriptomics, and potentially proteomics, as a tool to identify specific expression and secretion bottlenecks associated with particular proteins. It also underscores the importance of conducting such experiments under conditions that most closely mimic those of the industrial production process.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions

*B. subtilis* strains used in this study are listed in Table S3. All expression hosts were derived from strain BWB143 (BSB1, trp+, Δ*aprE*, Δ*nprE*, and Δ*spoIIE*) (22). Cultures were grown in lysogeny broth (LB), composed of 1% (wt/vol) NaCl, 1% (wt/vol) tryptone, and 0.5% (wt/vol) yeast extract. When required, kanamycin (25–50 µg/mL) or spectinomycin (150 µg/mL) was supplemented to the medium. For overnight growth, the medium was supplemented with 0.5% (wt/vol) glucose. Induction of the P*xyl* protomer was achieved by adding xylose to a final concentration of 1% (wt/vol). Xylose was also added to the negative control containing an empty P*xyl* expression vector. Cultures were grown shaken at 210 rpm in a water bath of 37°C.

### Strain and plasmid construction

Naturally competent *B. subtilis* cells were used for constructing strains and plasmids (52). Strains BWB144, BWB145, and BWB146 were generated as previously described (7). Briefly, genomic DNA (gDNA) of the corresponding BKE library mutants (53) was transformed into competent BWB143 cells, and the resulting gene deletions were verified by PCR. The *prsA* overexpression strain BKM02 was created by introducing an *amyE::Pveg-prsA, spec* construct into BWB143. This construct was assembled using overlap extension PCR with three fragments: (i) the upstream *amyE* sequence, (ii) the *prsA* sequence, and (iii) the *spec* marker with the downstream *amyE* sequences. Primer sequences are provided in Table S4. gDNA from strain BCS376, which contains the *amyE::xynA, spec* construct (lab storage), served as the template for fragments 1 and 3. Fragment 1 was amplified using primers MK049 and MK050, and fragment 3 was amplified using primers BW_433 and GD-161. BSB1 gDNA was used as the template for fragment 2, amplified using primers MK047 and MK048. Primers MK047 and MK050 contain the sequence of P*veg* from the *B. subtilis* 168 genome. The three fragments were combined by overlap PCR using primers MK049 and GD-161. The final product was verified by sequencing and subsequently transformed into competent BWB143 cells. Transformants were selected on spectinomycin-containing LB agar plates and validated by PCR.

A complete list of plasmids used in this study is available in Table S5. The proteins of interest are fused with a 6x-histidine tag to facilitate detection by western blotting. Plasmids pMKC01 (P*amyQ*-YoaWss-GFPnb-His6) and pMKC02 (P*amyQ*-YoaWss-PrgA-His6) were constructed via Gibson assembly. This involved combining the pCS58 backbone, linearized with PacI and HindIII-HF, with gene inserts amplified by PCR using primers MK029 and MK030 (Table S4), and plasmids pMKX04 and pMKX05 as template. All enzymes and reagents used in these procedures were obtained from New England Biolabs (NEB). The assembled constructs were transformed into *B. subtilis* and validated by sequencing.

### RNA sequencing

The RNA sequencing protocol was based on references 54, 55. Bacterial strains containing the relevant plasmids were cultured overnight and then diluted to an OD_600_ equivalent of 0.05 in fresh LB medium. Cultures were incubated at 37°C with shaking at 210 rpm in a water bath. Expression from the xylose-inducible plasmids was induced by adding xylose to a final concentration of 1% after 3 h, corresponding to the end of the logarithmic growth phase. Samples were collected 2 h after induction for subsequent analysis by SDS-PAGE (see below) and RNA isolation. For cells constitutively expressing the constructs, samples were taken 5 h after the initial dilution. For RNA isolation, 450 µL of bacterial culture was transferred into 2 mL screw-cap Eppendorf tubes containing 1.5 g of 0.1 mm glass beads, 500 µL phenol:chloroform:isoamyl alcohol (PCI; 25:24:1, Carl Roth), 50 µL 10% SDS, and 50 µL RNase-free water. The samples were vortexed, flash-frozen in liquid nitrogen, and stored at −80°C until further processing. Cells were lysed using a bead beater (Precellys 24) for eight cycles at 6,000 rpm, each lasting 25 s with 2 min cooling intervals on ice in between cycles. The lysed samples were then centrifuged for 5 min at 15,871 RCF (full speed table top centrifuge) at 4°C. The upper aqueous phase (400 µL) was transferred to a new tube and mixed with 400 µL chloroform, vortexed, and centrifuged for 2 min at 21,130 RCF at 4°C. From the resulting aqueous phase, 300 µL was transferred to a new tube and mixed with 700 µL ice-cold EtOH/3 M NaAc (pH 5.2, 30:1 ratio), mixed by inversion and incubated at −80°C for 1 h. After incubation, the samples were centrifuged for 30 min at full speed at 4°C. The supernatant was discarded and the RNA pellet was washed with ice-cold 70% EtOH. Following a 5-min centrifugation at the same speed and temperature, the pellet was air-dried for 5–10 min at RT. The dried pellet was resuspended in 100 µL RNase-free water and incubated at 65°C with shaking at 1,000 rpm for 5 min in a tabletop shaker. A 50 µL aliquot was stored at −80°C as a backup, while the remaining 50 µL was treated with 1 µL DNase (Thermo) and incubated at 37°C for 1 h to remove residual DNA. After DNase treatment, 240 µL RNase-free water and 300 µL PCI were added to the sample. The mixture was vortexed and centrifuged for 10 min at full speed at 4°C. From the upper aqueous phase, 250 µL was transferred to a new tube and combined with 500 µL EtOH/3 M NaAC (pH 5.2, 30:1 ratio), mixed by inversion and incubated at −80°C for 1 h. The RNA was then pelleted by centrifugation for 30 min at full speed at 4°C. The supernatant was discarded, and the pellet was washed with ice-cold 70% ethanol, centrifuged for 5 min at the same speed, and air-dried. Finally, the pellet was dissolved in 20 µL RNase-free water. The RNA concentration was measured using a NanoDrop spectrophotometer, the quality of the samples was inspected on a 1% TBE-agarose gel, and samples were stored at −80°C for further use.

rRNA was depleted using complementary primers and RNase H digestion (56). For each RNA sample, 2 µg was diluted to a final volume of 10 µL in a PCR tube. A custom rRNA oligo mix (2 µL) and 4 µL probe hybridization buffer (0.8 M NaCl, 0.4 M Tris-HCl pH 7.5) were added. The mixture was incubated in a thermocycler using the following program: 95°C for 2 min, gradual cooling to 45°C at a rate of 0.1°C/s, holding at 45°C for 5 min. After hybridization, 2 µL RNase H reaction buffer (NEB), 1 µL NEBNext Thermostable RNase H (NEB), and 1 µL nuclease-free water were added. The sample was incubated in the thermocycler at 50°C for 90 min with the lid temperature set to 55°C. Next, 5 µL DNase I reaction buffer, 2.5 µL NEBNext DNase I (RNase-free), and 22.5 µL nuclease-free water were added to the reaction. The sample was incubated in a thermocycler at 37°C for 60 min with the lid temperature set to 40°C. The reaction (50 µL) was transferred to a 2 mL Eppendorf tube and diluted with 200 µL nuclease-free water. Then, 250 µL PCI was added, and the mixture was centrifuged for 10 min at full speed at 4°C. From the upper aqueous phase, 200 µL was transferred to a new tube. To precipitate the RNA, 400 µL of EtOH/3M NaAc (pH 5.2, 30:1) and 1 µL of Glycoblue (Thermo Fisher) were added. The solution was mixed and incubated at −80°C for 1 h. The RNA was pelleted by centrifugation for 30 min at full speed at 4°C. The pellet was washed two times with 70% ice-cold EtOH, air-dried for 5 min at RT, and resuspended in 9 µL nuclease-free water. The RNA concentration was measured using the Qubit RNA HS kit following the manufacturer’s protocol.

RNA sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina in combination with NEBNext multiplex oligos for Illumina, following the manufacturer’s protocol. Of note, one-quarter of the recommended RNA input and reagent volumes was used during the preparation. After amplification of the library, the quality and quantity of the samples were inspected by 8% TBE 7 M Urea PAGE. For purification steps, AMPure XP beads (Beckman Coulter) were used instead of NEBNext sample purification beads. RNA sequencing was performed on an Illumina NextSeq 550 sequencing system using the NextSeq 500/550 High Output v2.5, producing 75 bp reads. The sequencing data were processed using the web-based platform Galaxy (usegalaxy.org). Read quality was assessed with FastQC (57), and trimming was performed using Trimmomatic (58). The trimmed reads were aligned to the reference genome by Bowtie2 (59, 60), and gene feature counts were obtained using featureCounts (61). Differential gene expression analysis was conducted with DESeq2 by comparing transcriptomes of overexpression strains to those of the empty vector control (62).

Regulon activity analyses were carried out with GINtool (version 1.0.0.73) (39). To determine the most probable average activity levels for each regulon, the “Best score” column from the “Mapping_details” sheet of the GINtool output was used. Reference files, including “example gene info file,” “example regulons file,” and “example regulon info file,” were sourced from the GINtool starter package and were originally derived from the *B. subtilis* online database “SubtiWiki” (38). Visualization of growth curves, volcano plots, and dot plots was performed using GraphPad Prism, while bubble matrices were generated using a custom R script.

### SDS-PAGE

Pellet and supernatant samples for SDS-PAGE were prepared by centrifuging 1 mL of bacterial culture at 21,300 RCF for 1 min. For the supernatant, 700 µL was transferred to a new tube containing 700 µL 20% trichloroacetate (TCA) in 50% acetone, while the remaining supernatant was discarded. The TCA-supernatant mixture was incubated on ice for at least 5 min before centrifugation for 20 min at 21,300 RCF at 4°C. The supernatant was removed, and the pellet was washed with 500 µL ice-cold acetone, followed by another centrifugation under the same conditions. After the acetone supernatant was discarded, the pellets were air-dried for 5 min and dissolved in 2× sample buffer (0.125 M Tris pH 6.8, 4% SDS, 20% glycerol, 0.02% bromo phenol blue, and 20 µM DTT) to an equivalent of 100 OD_600_ units. The dissolved samples were then mixed 1:1 with PBS. For the pellet samples, the bacterial pellets were resuspended in PBS containing 0.25 µg/mL lysozyme, 1× cOmplete protease inhibitor cocktail (Roche), and 1 mM PMSF to achieve a concentration equivalent to 10 OD_600_ units. The samples were incubated in a tabletop shaker at 1,000 rpm and 37°C for 15 min, after which they were diluted 1:1 in 2× sample buffer. Both pellet and supernatant samples were heated at 98°C for 10 min immediately before loading onto the SDS-PAGE gel. Following electrophoresis, the gel was incubated in fixative solution (50% methanol and 10% acetic acid) for 20 min, stained with Coomassie Brilliant Blue (0.05% G250 CBB and 10% acetic acid) for 30 min and washed with destain solution (10% acetic acid) for 1 h until the background of the gel became clear. Finally, the gel was scanned using a Bio-Rad GS-800 scanner to document the results.

### Western blotting

Pellet and supernatant samples were separated by 12% SDS-PAGE, with pellet samples loaded at an equivalent of 0.015 OD units and supernatant samples at an equivalent of 0.15 OD units. Following electrophoresis, proteins were transferred to a nitrocellulose membrane and incubated overnight at 4°C in blocking buffer (1% [wt/vol] skim milk powder in TBS-Tween20). The membrane was then incubated with an α-His6 antibody (1:500, Mouse, Roche, catalog number 11922416001) for 1 h. After three 3-min wash steps, the membrane was incubated with an HRP-tagged α-Mouse antibody (1:5,000, Goat, Bio-Rad) for 1 h. Following a further three wash steps with blocking buffer, the membrane was incubated for 1 minwith Lumi-Light western blotting substrate (Roche). The chemiluminescent signal was detected using an AI600 imager for 5 s, and the signal intensities were quantified using Image Lab Software (Bio-Rad).

## Data Availability

Transcriptome data are available in the NCBI Gene Expression Omnibus under accession number GSE293838 (63).

## SUPPLEMENTAL MATERIAL

Supplemental material aem.01374-25-s0001.pdf Tables S3 to S5; Fig. S1 to S3.

Table S1 aem.01374-25-s0002.xlsx Differential expression analysis.

Table S2 aem.01374-25-s0003.xlsx GINtool regulon activity analysis.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Impact of expression systems on the transcriptome of Bacillus subtilis: insights for enhanced production of glutaminase PrgA
**Source:** Appl Environ Microbiol. 2025 Sep 4;91(10):e01374-25. doi: 10.1128/aem.01374-25
**Supplement:** Supplemental material — Tables S3 to S5; Fig. S1 to S3.

**Impact of Expression Systems on the Transcriptome of *Bacillus subtilis*: Insights for
Enhanced Production of Glutaminase PrgA**

Mariah Kes, Biwen Wang, Joen Luirink, Leendert Hamoen

Content:

Table S3: *Bacillus subtilis* expression hosts used in this study

Table S4: Primers used in this study

Table S5: Plasmids used in this study

Figure S1: Growth curves of overexpressing strains

Figure S2: Secreted protein levels

Figure S3: Comparison of *xynA* overexpression transcriptome datasets

13 **Table S3: *Bacillus subtilis* expression hosts used in this study.**

Strain	Genotype	Source
BWB143	BSB1 trp+ $\Delta aprE$, $\Delta nprE$, $\Delta spoII E$	(1)
BWB144	BSB1 trp+ $\Delta aprE$, $\Delta nprE$, $\Delta spoII E$, $\Delta ctsR::ery$	This work
BWB145	BSB1 trp+ $\Delta aprE$, $\Delta nprE$, $\Delta spoII E$, $\Delta lonA::ery$	(2)
BWB146	BSB1 trp+ $\Delta aprE$, $\Delta nprE$, $\Delta spoII E$, $\Delta dltA::ery$	This work
BKM02	BSB1 trp+ $\Delta aprE$, $\Delta nprE$, $\Delta spoII E$, $amyE::Pveg-prsA$, $spec$	This work

15 **Table S4: Primers used in this study.**

Name	Sequence
GD-161	ATGGGGAAGAGAACCGCTTA
BW 433	TAGTTTCGAAAAAAGGCCGC
MK029	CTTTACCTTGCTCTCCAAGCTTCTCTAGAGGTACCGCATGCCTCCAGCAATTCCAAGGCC
MK030	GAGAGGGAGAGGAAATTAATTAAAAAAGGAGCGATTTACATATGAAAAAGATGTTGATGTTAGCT
MK047	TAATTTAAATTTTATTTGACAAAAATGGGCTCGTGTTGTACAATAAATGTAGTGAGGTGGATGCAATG<br>AAGAAAATCGCAATAGCAG
MK048	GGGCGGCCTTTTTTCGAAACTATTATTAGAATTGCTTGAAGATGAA
MK049	ATGTTTGCAAACGATTCAAAAC
MK050	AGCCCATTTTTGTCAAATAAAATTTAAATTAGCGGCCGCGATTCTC

17 **Table S5: Plasmids used in this study.**

Plasmid	Promotor	Protein construct	Source
pCS74	<i>PamyQ</i>	Empty vector (EV)	(3)
pCS58	<i>PamyQ</i>	XynAss-XynA	(4)
pMKC01	<i>PamyQ</i>	YoaWss-GFPnb-His6	This study
pMKC02	<i>PamyQ</i>	YoaWss-PrgA-His6	This study
pMKX01	<i>Pxyl</i>	Empty vector (EV)	(1)
pMKX03	<i>Pxyl</i>	XynAss-XynA	(1)
pMKX04	<i>Pxyl</i>	YoaWss-GFPnb-His6	(1)
pMKX05	<i>Pxyl</i>	YoaWss-PrgA-His6	(1)

20 **Figure S1**

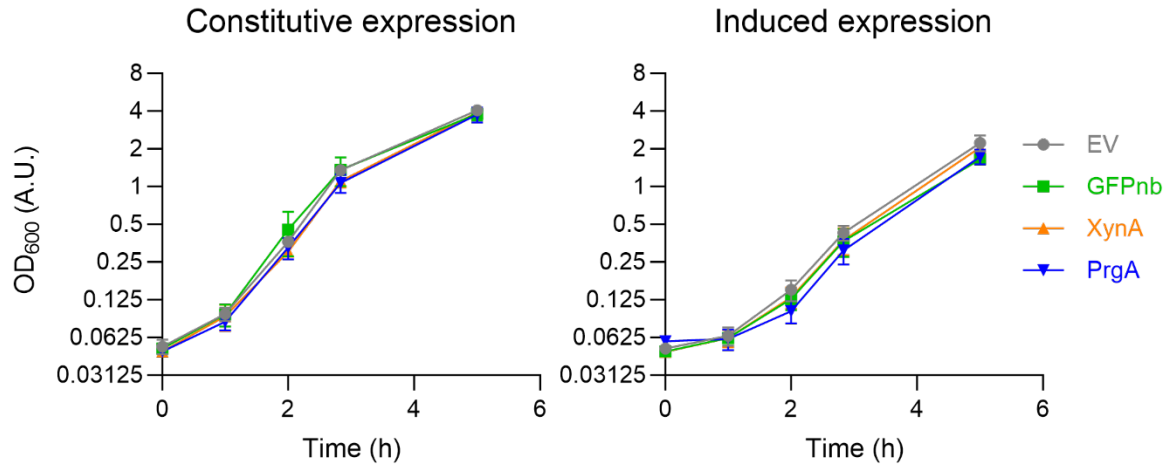

21

22 **Figure S1: Growth curves of overexpressing strains.** Strains expressing GFPnb, XynA, PrgA,
 23 or harboring the empty vector were grown for 5 h. Expression was induced at t = 3 h. Error bars
 24 reflect standard deviations of 2 biological replicates (except for C-EV and C-XynA at t = 2 h, 1
 25 replicate is shown).

26 **Figure S2**

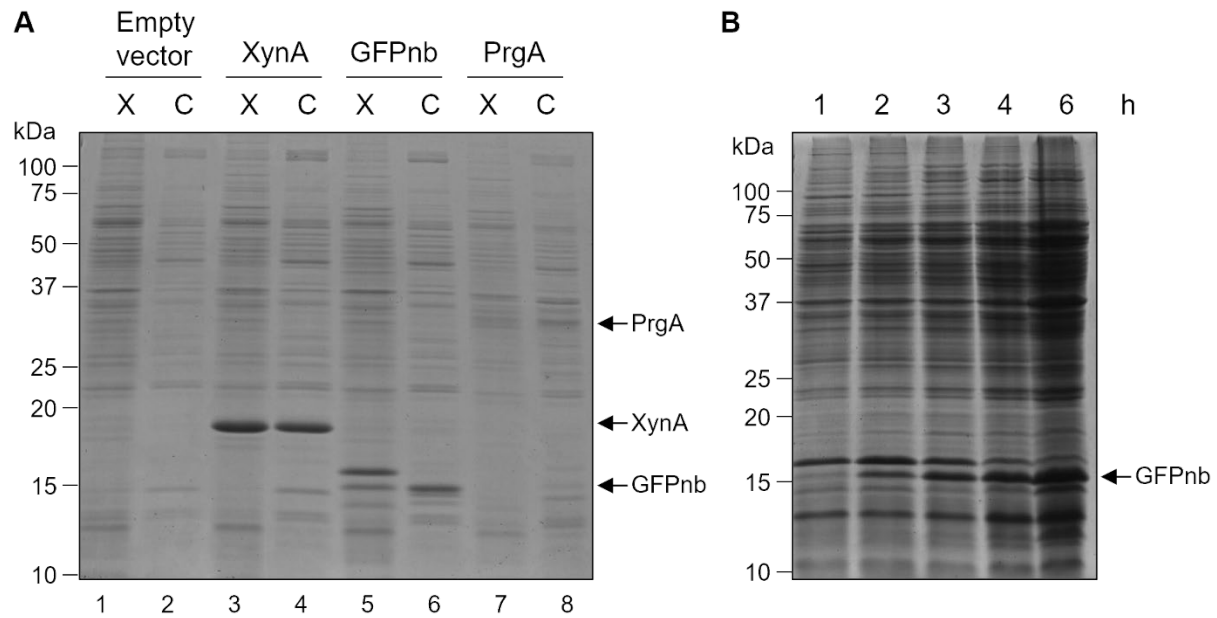

27 **Figure S2: Secreted protein levels. A)** Coomassie Brilliant Blue (CBB)-stained SDS-PAGE of
 28 supernatant protein samples at RNA sampling timepoint. Arrows indicate expected heights of
 29 PrgA, XynA and GFPnb (from top to bottom). X: xylose-inducible expression; C: constitutive
 30 expression. **B)** CBB-stained SDS-PAGE of supernatant protein samples of time series after
 31 induction of GFPnb expression.
 32

33 **Figure S3**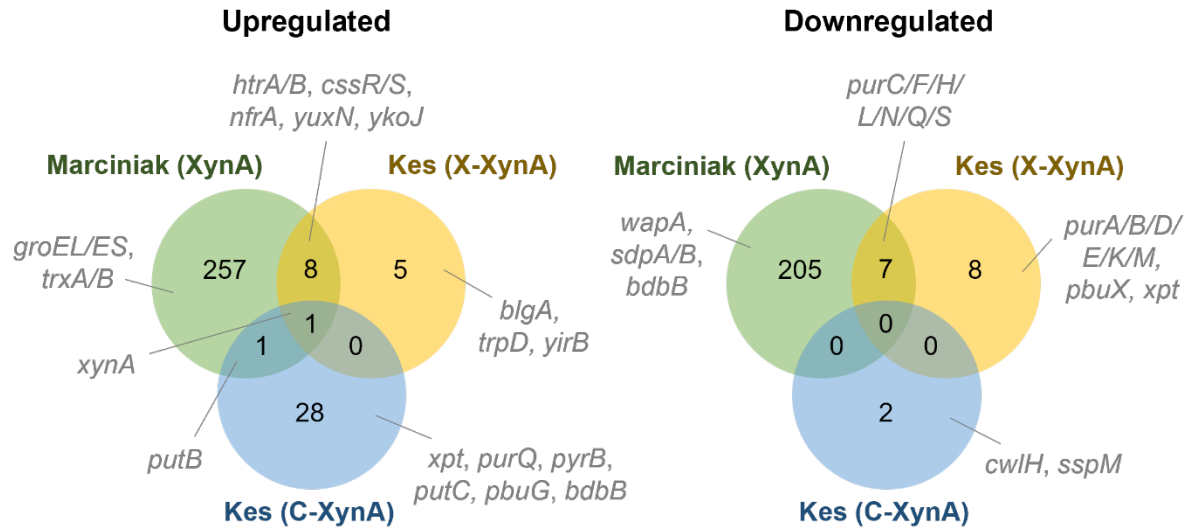

34

35 **Figure S3: Comparison of *xynA* overexpression transcriptome datasets.** The *xynA*

36 overexpression transcriptome dataset of Marciniak *et al.* (2012) (5) was compared to our datasets

37 (Kes) of induced (X-XynA) and constitutive (C-XynA) *xynA* overexpression. We show the

38 significant genes with a FC > 2 for Marciniak (XynA) and Kes (X-XynA) and FC > 1.5 for Kes (C-

39 XynA) and a p-value < 0.05 for all datasets.

References

1. Kes MBMJ, Wang B, van Ulsen P, Hamoen LW, Luirink J. 2024. Development of a split-luciferase assay to establish optimal protein secretion conditions for protein production by *Bacillus subtilis*. *Microbiology (Reading)* 170.
2. Wang B, Kes MBMJ, van Saprooea ACH van den B, Dugar G, Luirink J, Hamoen LW. 2024. Inactivation of the conserved protease LonA increases production of xylanase and amylase in *Bacillus subtilis*. *Microb Cell Fact* 23.
3. Henriques G, McGovern S, Neef J, Antelo-Varela M, Götz F, Otto A, Becher D, van Dijl JM, Jules M, Delumeau O. 2020. SppI Forms a Membrane Protein Complex with SppA and Inhibits Its Protease Activity in *Bacillus subtilis*. *mSphere* 5.
4. Wang B, van der Kloet F, Hamoen LW. 2023. Induction of the CtsR regulon improves Xylanase production in *Bacillus subtilis*. *Microb Cell Fact* 22.
5. Marciniak BC, Trip H, van-der Veek PJ, Kuipers OP. 2012. Comparative transcriptional analysis of *Bacillus subtilis* cells overproducing either secreted proteins, lipoproteins or membrane proteins. *Microb Cell Fact* 11.

How the deposited data were processed for this re-analysis (not part of the article)

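RNA of Bacillus subtilis BWB143 was sequenced from 16 libraries, with 2 biological replicates of each of 8 strains. The strains carried a plasmid for GFPnb, XynA, PrgA or no insert (EV), under the constitutive PamyQ (C) or the xylose-inducible Pxyl (X) promoter. Each strain with a protein was compared with the EV strain of its promoter, which gave 6 comparisons of 2 against 2 libraries. The 3 comparisons of a promoter use the same 2 EV libraries.

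The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2, counted them with featureCounts against ASM904v1 with plasmid genes added, and divided the counts by DESeq2 size factors estimated on the 4 libraries of each table. Tool versions, the strand setting and read filters are not given in the sources used here. The deposited values are these normalized counts as text, 1 table per comparison with 4429 features, 8 of them plasmid features. In that text the decimal point is lost, so a value above 1 keeps its digits but not its size.

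The values were restored in 2 steps. The worth of 1 read was found for each column, and every value became a whole number of reads with an unknown number of trailing zeros. That number was chosen from the same gene over all 16 libraries jointly and from neighbouring genes, with a posterior for each choice. A gene could share the profile of the gene before it, as in an operon. Likeness between strains, promoters and neighbouring genes therefore entered the restored values. Of 69909 library values above 0, 6752 (9.66%) ended in 0. The expected number of wrong values was 111.5. The restoration was tested on simulated reads with known zeros, where 247 of 69531 values came out wrong, 97 of them with a posterior of at least 0.95. These reads were drawn around the restored values, so an error made there passes into the simulated truth. The share of wrong values is therefore not the error rate of the real restoration. It was also checked against the log2 fold changes of Table S1, which is held only in part (1998 genes). Over 1753 to 1787 genes per comparison the correlation was 0.914 in C-GFPnb, 0.934 in C-XynA, 0.98 in C-PrgA, 0.955 in X-GFPnb, 0.967 in X-XynA and 0.961 in X-PrgA. Among genes with a large change, 2 had opposite signs, both in X-PrgA.

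Genes with a mean normalized count of at least 10 were tested on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, with a trend in the variance, within each table. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond the paper's limit of 0.6 (C) or 1 (X). Plasmid genes, and xynA in strains with XynA, stayed out of the counts. Differences between promoters were tested as an interaction over 8 libraries for each protein. Levels were not tested across proteins. Tables were normalized separately, and the count model planned for such a test on the recovered reads was not run. The 41 gene lists cover regulons, metabolic pathways, stress responses and cell types, and were tested with camera (correlation 0.01), with camera and an estimated correlation, and with fry. The preset of 0.01 treats genes of a list as nearly independent, so camera's p-values can be too low where genes move together. List members were called at an adjusted p under 0.05 with no fold limit. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

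Genes were named by a rule set before the data were examined. It takes, per comparison, up to 10 genes in each direction among those with an adjusted p under 0.05 and libraries apart, every gene the paper names, plasmid genes, genes deleted in the host and members of the lists. The values in Tables 1, 2, S1 and S2 had been seen by then. Some lists hold operons that the study picked on these samples.

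Libraries held 3015411 to 8739199 reads in genes, with 0.0146% to 0.375% in rRNA genes and 0.0269% to 0.0759% in tRNA genes. Plasmid genes took a larger share in the induced strains, so fewer reads were left for host genes there. Alternatives were another pseudocount (8), no filter, a mean of at least 50, TMM factors, other fold limits, unadjusted p, a replicate block, and leaving out each library in turn. Count models on the recovered reads were planned and not run, because the deposited values are not counts and their sizes had to be restored. The published microarray data that the paper compares with were not analysed here.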

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

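All tests of the explanations below were chosen after the results were seen.

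The first group of results are gene lists that camera called under both promoters in opposite directions, and whose promoter difference (X minus C, log2 medians) camera also called. For GFPnb these were the CtsR regulon at 1.54 (adjusted p = 6.65e-10, 6 of 6 genes above 0), purine biosynthesis at -4.35 (13 of 13 below) and gluconate use at 1.29 (adjusted p = 0.0057, 4 of 4 above). For XynA they were the CtsR regulon at 1.32, purine biosynthesis at -5.40, pyrimidine biosynthesis at -2.32, arginine biosynthesis at 2.06, arginine use at -1.60, peptide and polyketide synthesis at -0.80, ribosomal proteins at -1.31 and matrix genes at -1.22. For PrgA they were the CtsR regulon at 1.88, the LiaRS regulon at 1.27, purine biosynthesis at -5.45, arginine use at -4.74, uptake and use of pyruvate, malate and related acids at 1.76, peptide and polyketide synthesis at -1.49 and matrix genes at -1.80. Some of the C medians behind them shrank or turned without single libraries, though leaving 1 out also unbalances shifts common to same-numbered replicates. Without C-XynA replicate 2 those of XynA were 0.16 for the CtsR regulon, -0.38 for purine and -0.63 for pyrimidine biosynthesis, -0.10 for arginine biosynthesis, -0.32 for arginine use, 0.04 for peptide and polyketide synthesis, -0.54 for ribosomal proteins and -0.18 for matrix genes, and without C-GFPnb replicate 2 those of GFPnb were 0.05 for purine biosynthesis and 0.05 for gluconate use. With an estimated correlation none of these differences passed (adjusted p of 0.309 to 0.641).

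The second group are lists outside those the paper discusses that camera called and kept calling without each library in turn. In C-PrgA, ribosomal protein genes had a median of 0.89 (50 of 53 above 0), matrix genes of 1.01 (19 of 19 above) and competence genes of -0.56 (20 of 23 below). Without C-EV replicate 1 the first 2 medians were 0.22 and 0.23, and without C-PrgA replicate 2 they were 0.28 and 0.39. After induction, ribosomal protein genes were at -0.70 in X-GFPnb and -0.54 in X-XynA, motility genes at -0.57, -0.40 and -0.89, and matrix genes at -0.30, -0.46 and -0.76 in X-GFPnb, X-XynA and X-PrgA. With an estimated correlation none passed (adjusted p of 0.458 to 0.582).

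The first pattern weighed is that genes of the CtsR regulon lay lower than EV in the C strains and higher in the X strains. The lower level turned to 0.16 in C-XynA without its replicate 2 and shrank from -0.74 to -0.22 in C-PrgA without its replicate 2. In C-GFPnb it went from -0.36 to -0.22 without its replicate 2, which kept the direction and lost the call, as did leaving out C-EV replicate 2 (camera adjusted p = 0.0653). The higher level did not rest on 1 library, since over the libraries left out in turn the lowest medians were 1.02 in X-GFPnb, 0.74 in X-XynA and 0.83 in X-PrgA. Values restored wrongly are argued against, as 0 values of these 6 genes were unsettled. What raised these genes after induction stays open, since the 3 comparisons share the X-EV libraries. The lower level in the C strains stays open, as a difference between replicates could account for it.

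The second pattern is that purine biosynthesis genes lay lower than EV in all X strains. Of 26 X-EV values of these genes, 5 were restored with a trailing zero and none was unsettled, which argues against a wrong restoration. The lower depth of X-EV replicate 2 is argued against too, because without that library the highest of the 3 medians was -2.72. What stays open is whether the X-EV libraries themselves are unusual. Their lower median was 970 CPM (reads scaled to library size), 2.35 times the highest of the other 14 libraries (412), and an effect of the proteins and an unusual X-EV culture cannot be told apart with 1 EV strain per promoter.

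The third pattern is that arginine biosynthesis genes were low in C-PrgA replicate 2 (median of 9 CPM, against 10948 in replicate 1) and in C-XynA replicate 2 (744 against 8096). A wrong restoration is argued against for C-PrgA replicate 2, because there the deposited digits of 8 of 9 genes are so few that each would need 2 or more further zeros. For C-XynA replicate 2 it stays open, since carA (posterior 0.64), carB and argF are unsettled in that strain. A library of another strain is argued against as well, since the expressed gene took 1.41% of reads in C-PrgA replicate 2 and 1.19% in C-XynA replicate 2. No biological explanation was tested, since the design gives none for a difference between replicates.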

How the results depend on the processing

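Leaving out libraries for the list tests, and leaving out genes with unsettled values, was chosen after seeing the data, and the other alternatives were planned. Counts of changed genes were the same with a pseudocount of 8, no filter, a mean of at least 50, TMM factors and other fold limits, at 0 in each C strain, 11 in X-GFPnb, 2 in X-XynA and 0 in X-PrgA. The counts at an unadjusted p were 5 in C-GFPnb, 4 in C-XynA, 99 in C-PrgA, 173 in X-GFPnb, 62 in X-XynA and 290 in X-PrgA. The overlaps were then 4 genes in C and 107 in X, and the promoter differences 183 for GFPnb, 56 for XynA and 307 for PrgA. Without genes with unsettled values X-GFPnb had 17 and X-XynA 0, as htrA and htrB are among those left out. With replicate as a block X-GFPnb had 244, X-XynA 89 and the promoter difference for GFPnb 68, and no other count of changed genes moved. The replicate numbers are not stated to mark a shared day. Replicate differences of the X-EV libraries correlated with those of X-GFPnb (0.77) and X-XynA (0.80) and not with X-PrgA (-0.07). Those of C-EV correlated with C-GFPnb (0.81), C-XynA (0.63) and C-PrgA (0.28), and those of C-XynA with C-PrgA (0.74). Shares of genes standing apart from EV are lowered by such a common shift, so 13.7% in C-GFPnb and 13.3% in C-XynA cannot be read as closeness to C-EV. Without each library in turn, where a lone library is assumed to vary like the others, counts ran from 0 to 12 in C-PrgA, 0 to 13 in X-GFPnb, 0 to 10 in X-XynA and 0 to 244 in X-PrgA, and promoter differences from 0 to 8 for GFPnb, 0 to 36 for XynA and 0 to 24 for PrgA. The numbers of called lists ran from 12 to 23 in C-GFPnb and 9 to 21 in C-XynA, against 7 and 12 with all libraries. With an estimated correlation 0 lists were called in each comparison, and fry called 4 in X-GFPnb and 0 in the others. In simulated libraries with the purine list shifted by -2, camera called it in each comparison and the estimated correlation in none (adjusted p of 0.338 to 0.864), so a call lost there says little. Genes varied on their own in these libraries, which suits the preset correlation of 0.01. The simulation therefore does not vouch for the main camera's calls.

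The medians of some lists turned without 1 library, and the cause was not tested. Where same-numbered replicates of a strain and its EV shift together, leaving out 1 library unbalances that shift. A turn can come from this alone. Given as ranges over the libraries left out, C-XynA had purine biosynthesis at -0.38 to 4.00, pyrimidine biosynthesis at -0.63 to 3.51, arginine use at -0.32 to 2.85, proline use at -0.62 to 3.27, ribosomal proteins at -0.54 to 1.92, matrix genes at -0.18 to 1.78, competence genes at -0.44 to 0.06 and the CtsR regulon at -1.18 to 0.16, with the turn in each case without C-XynA replicate 2 and, for matrix genes, also without C-EV replicate 1 (-0.04). C-GFPnb had purine biosynthesis at 0.05 (without its replicate 2) to 1.87 and terminal oxidases at -0.69 to 0.54. C-PrgA had arginine biosynthesis at -10.12 to 0.27 (without its replicate 2) and inositol use at -3.13 to 0.00 (without C-EV replicate 1). SigB genes were at -0.21 to 2.94 in X-GFPnb and -0.46 to 2.41 in X-PrgA, and in X-PrgA arabinose use was at -2.11 to 0.22 and inositol use at -3.54 to -0.06, where arabinose use turned and inositol use came close to 0 without its replicate 2. Over the named genes, 1070 values under an alternative kept their direction and side of the threshold, 109 passed it only under the alternative (60 of them at an unadjusted p). Leaving out 1 library lost the call for 41 values, turned the direction of 21 that were called neither way, and turned ylbP in X-PrgA, which ran from -1.50 (without X-PrgA replicate 1, where it was called) to 1.56 (without X-PrgA replicate 2). Count models on the recovered reads (edgeR, DESeq2) were not run, for the reason given with the processing.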

Differences from the paper's values

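The counts without unsettled genes were chosen after the data were seen, and all other settings below were set before the data were examined. Those for fold changes were a pseudocount of 8, TMM factors and leaving out each of the 4 libraries. Of 208 log2 fold changes and range ends of Tables 1 and 2 that were compared, 42 differed from the paper's by more than the spread between replicates, and none differed in sign. Upper range ends of 4 operons were left out of these numbers after their values were seen, since the sign of a number after a slash could not be read by code, and 3 of them differed as well. The paper's fold changes come from DESeq2, and those here are differences between means of log2 normalized counts. For every fold change listed below, the paper's value is the smaller in size. Whether the gaps come from the method was not tested, since no DESeq2 fit was run here. A library or setting that closed a gap is therefore not shown to be its source.

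For C-PrgA, htrB was at 4.94 (the paper's 3.8) and htrA at 4.99 (3.8). The gap closed for both without C-EV replicate 2 and for htrB without C-PrgA replicate 2, and under no other setting. The gene ykzM was at -2.82 (the paper's -2.3), closed by the pseudocount of 8 alone, and ykzL at -2.31 (-2.0), closed by none. The PBSX operon ran from -2.68 to -1.72 (the paper's -2.1 to -1.4). The pseudocount of 8 and leaving out C-EV replicate 2 closed both ends, leaving out C-PrgA replicate 1 closed the upper end, and the others closed neither.

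For X-GFPnb, the lower end of glcDF was at 3.42 (the paper's 1.5), closed only without X-GFPnb replicate 2. The lower end of liaIH was at 2.54 (2.1), closed with the pseudocount, without X-EV replicate 2 and without X-GFPnb replicate 1. The gene yhzC was at 1.19 (1.1), closed with the pseudocount, TMM and without X-EV replicate 1. The genes xpt and pbuX were at -4.28 and -4.21 (the paper's -3.9 for each end), closed with the pseudocount and without X-EV replicate 2, and for the upper end without X-GFPnb replicate 2 too. The purE operon ran from -3.77 to -3.27 (the paper's -3.3 to -2.9). The pseudocount, leaving out X-EV replicate 2 and leaving out X-GFPnb replicate 2 closed both ends, and leaving out X-GFPnb replicate 1 the upper end. The gene steT was at -1.34 (-0.2), closed by none. Settings not named here left these gaps open.

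For X-XynA, no setting closed the gap of htrA at 4.53 (the paper's 3.6), htrB at 4.06 (3.5), yirB at 1.70 (1.4), nagP at 0.69 (0.6), yhzC at 1.27 (1.1) or the upper end of the purE operon at -3.19 (-2.2). Its lower end was at -3.92 (-2.9), closed only without X-EV replicate 2. The lower end of liaIH was at 0.83 (0.6), closed without X-EV replicate 2 and without X-XynA replicate 1, and that of cssRS at 1.70 (1.5), closed with the pseudocount, without X-EV replicate 2 and without X-XynA replicate 2. The gene yuxN was at 1.14 (1.0), closed without X-EV replicate 2, and trpD at 1.69 (1.0), closed with the pseudocount. The lower end of xpt and pbuX was at -3.79 (-1.9), closed without X-XynA replicate 2. The gene yecA was at -1.50 (-0.9), closed with the pseudocount, without X-EV replicate 2 and without X-XynA replicate 1, and lip at -1.11 (-0.9), closed without X-EV replicate 1 and without X-XynA replicate 2. All other settings left these gaps open.

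For X-PrgA, no setting closed the gap of htrA at 6.07 (the paper's 4.7) or htrB at 5.68 (4.7), and leaving out X-PrgA replicate 1 alone closed that of ykoJ at 4.12 (3.3). The glcDF operon ran from 3.05 to 3.86 (2.6 to 3.2), closed without X-EV replicate 1, and at the lower end also with the pseudocount and without X-PrgA replicate 1. The lower end of liaIH was at 3.27 (2.5), closed with the pseudocount, without X-EV replicate 2 and without X-PrgA replicate 1, and that of cssRS at 2.88 (2.4), closed with the pseudocount and without X-PrgA replicate 1. The genes xpt and pbuX were at -3.97 and -3.84 (-2.6 for each end), closed without X-PrgA replicate 1, and for the upper end without X-EV replicate 2. The gene sivC was at -3.42 (-2.6), closed without X-EV replicate 1 and without X-PrgA replicate 2. The mntABCD operon ran from -2.53 to -2.45 (-2.2 to -2.1), closed without X-EV replicate 1, and at the lower end with TMM and without X-PrgA replicate 1, at the upper end without X-PrgA replicate 2. The upper end of malA-glvR-malP was at -3.63 (-1.5), closed without X-EV replicate 2 and without X-PrgA replicate 2, and yscB at -2.17 (-1.9), closed without X-PrgA replicate 2. The remaining settings closed none of these.

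Counts at the paper's fold limits and limma's adjusted p were 0 in C-PrgA (the paper's 206), 0 in C-GFPnb (3), 0 in C-XynA (31), 11 in X-GFPnb (121), 2 in X-XynA (28) and 0 in X-PrgA (204). The paper does not say whether its P value is adjusted. X-GFPnb had 173 and X-PrgA 290 at an unadjusted p, and without X-PrgA replicate 1 X-PrgA had 244, each within 1.5 times the paper's. Under the other settings, and for the other comparisons under all settings, the counts stayed further away. They were, at an unadjusted p, 99 in C-PrgA, 5 in C-GFPnb, 4 in C-XynA and 62 in X-XynA.

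Regions of the Venn diagrams, read by eye, differed for 10 of 14. In Fig. 1B they are about 2 for XynA alone, about 3 for GFPnb and PrgA, about 29 for XynA and PrgA and about 170 for genes called in PrgA only, where limma's adjusted p gave 0 each. In Fig. 2B they are about 41 for GFPnb alone, about 2 for XynA alone, about 23 for all proteins, about 55 for genes called in GFPnb and PrgA only, about 2 for XynA and PrgA and about 120 for genes called in PrgA only, where it gave 10, 1, 0, 0, 0 and 0. An unadjusted p gave 32 for all proteins and 59 for GFPnb and PrgA in the X strains, within 1.5 times, and closed no other of these regions. For induced strains the paper describes GFPnb as having more differences than PrgA. That order holds with no fold limit at an unadjusted p (864 and 417), and at the adjusted p (11 and 0), and it is the other way round with the fold limit at an unadjusted p.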

Other observations

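The test of each list outside the paper's discussion was planned, and the libraries to leave out for lists were chosen only after the results were seen.

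Cells with induced overexpression lay below X-EV for genes of motility, and the general stress genes of SigB had medians of 1.11 in X-GFPnb, 0.72 in X-XynA and 0.76 in X-PrgA (camera adjusted p of 0.0196, 0.0743 and 0.0406). The SigB medians turned in X-GFPnb to -0.04 without X-EV replicate 1 and to -0.21 without X-GFPnb replicate 2, and in X-PrgA to -0.46 without X-EV replicate 1. In X-GFPnb they were 2.87 without X-EV replicate 2 and 2.94 without X-GFPnb replicate 1. Replicate differences of X-EV and X-GFPnb correlated (0.77), so leaving out 1 library unbalances a shift common to both strains. The turn in X-GFPnb therefore does not show that its median rests on 1 library. The heat shock genes of HrcA, which include groEL, had medians of 0.51, 0.49 and 0.76 (camera adjusted p of 0.0238, 0.0107 and 0.00354). Genes of manganese uptake had medians of -1.59, -0.58 and -2.49, and those for the cannibalism toxins -0.58, -0.30 and -1.25. The dlt genes, which add alanine to teichoic acids, had medians of 0.80 in C-XynA and 1.05 in C-PrgA (camera adjusted p of 0.00882 and 0.00266), or 0.13 and 0.37 without C-EV replicate 1 and 0.05 and 0.58 without replicate 2 of the strain itself. None of these lists was called with an estimated correlation.

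Lists that camera called in none of the 6 comparisons included the extracellular proteases, with medians of -0.81 in C-PrgA and -0.63 in X-PrgA, the tricarboxylic acid cycle and the early and late sporulating cells. Genes of the SOS response were called in X-PrgA alone, at a median of 0.19 (camera adjusted p = 0.0319), and not with an estimated correlation. Xylose utilization genes were called in none, at medians of 0.20, 0.17 and -0.43 in the X strains.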
